# Cellular senescence contributes to spontaneous repair of the rat meniscus

**DOI:** 10.1111/acel.14385

**Published:** 2024-10-22

**Authors:** Yusuke Aimono, Kentaro Endo, Ichiro Sekiya

**Keywords:** ABT‐263, cellular senescence, meniscus, senescent cell, synovial fibroblast

## Abstract

Cellular senescence, traditionally associated with aging and chronic diseases, has recently been identified as a potential facilitator of tissue regeneration via a senescence‐associated secretory phenotype (SASP). In rodents, the meniscus is known to regenerate spontaneously from the surrounding synovium, but the mechanism, and especially its relationship to cellular senescence, remains unclear. This study investigated the contribution of cellular senescence to spontaneous repair of the rat meniscus. We created a rat partial medial meniscectomy (pMx) model to evaluate time‐course changes in regenerative tissue. Immunohistochemistry revealed marked increases in p16 expression and senescence‐associated beta‐galactosidase (SA‐β‐gal) activity in the regenerating tissue at the early phase after pMx surgery. RNA sequencing of regenerating tissues identified the upregulation of genes related to aging, extracellular matrix organization, and cell proliferation. Fluorescence staining identified high expression of SOX9, a master regulator of cartilage/meniscus development, adjacent to p16‐positive cells. In vitro investigations of the effect of SASP factors on synovial fibroblasts (SFs) demonstrated that conditioned medium from senescent SFs stimulated the proliferation and chondrogenic differentiation of normal SFs. In vivo histological evaluation to determine whether selective elimination of senescent cells with a senolytic drug (ABT‐263) retarded spontaneous repair of meniscus in vivo confirmed that ABT‐263 decreased the meniscus score and expression of SOX9, aggrecan, and type 1 collagen. Our findings indicate that transient senescent cell accumulation and SASP in regenerating tissues beneficially contribute to spontaneous repair of the rat meniscus. Further research into the molecular mechanism will provide a novel strategy for meniscus regeneration based on cellular senescence.

**Abbreviations**
CM: conditioned medium
COL1: type I collagen
COL2: type II collagen
DEG: differentially expressed gene
EDTA: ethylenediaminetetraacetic acid
GAG: glycosaminoglycan
GO: gene ontology
IL/TNF: IL‐1β and TNF‐α
OARSI: Osteoarthritis Research Society International
PBS: phosphate‐buffered saline
pMx: partial medial meniscectomy
qPCR: quantitative polymerase chain reaction
SASP: senescence‐associated secretory phenotype
SA‐β‐gal: senescence‐associated beta‐galactosidase
SF: synovial fibroblast
TBS‐T: Tris‐buffered saline containing 0.1% Tween‐20

## 1 INTRODUCTION

Cellular senescence is a permanent state of cell cycle arrest associated with phenotypic changes that contribute to aging and age‐related diseases. It can be triggered by various stresses, such as inflammatory stress (Paramos‐de‐Carvalho et al., 2021), oxidative stress (Chen et al., 1995), chemotherapy (Schmitt et al., 2002), and irradiation (Le et al., 2010). The most relevant feature of senescence is the development of a complex secretory program termed the senescence‐associated secretory phenotype (SASP) (Krtolica et al., 2001). Senescent cells that acquire SASP secrete a variety of inflammatory cytokines, chemokines, growth factors, and proteases (Li et al., 2023). Senescent cells that accumulate in the body interact with their surrounding microenvironment via SASP factors to participate in diverse biological phenomena. Although no clear definition presently exists to distinguish senescent from nonsenescent cells (Hernandez‐Segura et al., 2018), the proteins p16, p21, and p53 are generally used as markers of cellular senescence (Muñoz‐Espín & Serrano, 2014). In particular, p16, a cyclin‐dependent kinase 4/6 inhibitor, is one of the most reliable markers (Safwan‐Zaiter et al., 2022). Another common reliable biomarker is senescence‐associated beta‐galactosidase (SA‐β‐gal), as its activity reflects enhanced lysosomal contents (Valieva et al., 2022).

Cellular senescence has a dual nature that has attracted much attention in recent years (Paramos‐de‐Carvalho et al., 2021), with researchers in recent decades focusing in particular on the negative aspects of cellular senescence. Previous studies have demonstrated the fundamental roles of cellular senescence in various age‐related diseases, such as osteoarthritis (Coryell et al., 2021). Pathological accumulation of senescent cells is known to cause chronic inflammation and tissue degeneration via long‐lasting SASP secretion and to eventually lead to the loss of optimal tissue function. This senescent cell accumulation occurs in part due to the compromised immune system associated with aging (Vicente et al., 2016). However, recent studies have uncovered another aspect of cellular senescence that is actually beneficial for morphogenesis and tissue regeneration (Serrano, 2014). For example, the importance of cellular senescence has been demonstrated in the processes of zebrafish fin regeneration (Da Silva‐Álvarez et al., 2020) and skin wound healing in mice (Demaria et al., 2014).

These studies have confirmed the transient appearance of senescent cells in regenerating tissues and that the depletion of senescent cells impairs regeneration. The timing of the exposure to SASP is believed to be the key to these contradictory effects. The transient accumulation of senescent cells and a SASP burst can activate surrounding cells to accelerate regenerative processes (Da Silva‐Álvarez et al., 2020; Demaria et al., 2014). Recent limb regeneration studies on *Hydractinia symbiolongicarpus* and axolotl salamanders have demonstrated that SASP signals from senescent cells induce reprogramming and proliferation of the surrounding cells following amputation and drive tissue regeneration (Salinas‐Saavedra et al., 2023; Yu et al., 2023). In a more detailed study of the underlying mechanism, cardiac fibroblasts undergoing senescence by Egr1 were found to release SASP factors to regulate matrix remodeling and prevent further senescence, thereby facilitating cardiac repair (Zhang et al., 2024). Therefore, controlling these beneficial aspects of cellular senescence may emerge as a novel strategy for regenerative therapy to heal a variety of injuries, including those occurring to the meniscus of the knee.

The meniscus, a fibrocartilaginous tissue in the knee joint, plays an important role in shock absorption and joint stability. Damage or tearing of the inner two‐thirds of the meniscus does not heal spontaneously due to the avascular nature of the meniscus. The result is a mechanical overload of the articular cartilage and the subsequent development of knee osteoarthritis (Bansal et al., 2021; Stärke et al., 2009). Therefore, novel treatments that can promote meniscus regeneration are eagerly awaited. In recent years, the self‐healing potential of the meniscus in animals other than humans has gained much attention. In rodents, the gradual regeneration of a resected meniscus from the surrounding synovium has been reported (Hiyama et al., 2017), while Kim et al. reported that killing synovial fibroblasts (SFs) using a freeze–thaw method inhibited this meniscus self‐healing in rabbits (Kim et al., 2020). These studies, taken together with the high plasticity and chondrogenic potential of SFs (Noda et al., 2022), strongly suggest that SFs substantially contribute to meniscus self‐healing. Further understanding of meniscus self‐healing processes is therefore expected to lead to the development of innovative therapies for healing human meniscus injuries. However, the mechanism underlying self‐healing, and especially its relationship to cellular senescence, remains unclear.

The purpose of the present study was to elucidate the role and importance of cellular senescence in the self‐healing of the rat meniscus. We created a rat partial medial meniscectomy (pMx) model to evaluate cellular senescence in the regenerating tissues over time. We also examined the effects of SASP factors on normal SFs in vitro. In addition, we explored whether the selective elimination of senescent cells would inhibit meniscus regeneration in our rat pMx model.

## 2 METHODS

### 2.1 Animal surgery

A total of 53 wild‐type male Lewis rats (Sankyo Labo Service Corporation, Tokyo, Japan) 10–12 weeks of age were used for the experiments. All animal care and experiments were conducted in accordance with the institutional guidelines of Tokyo Medical and Dental University Animal Committee (permit no. A2022‐166C) and ARRIVE guidelines. A partial medial meniscectomy (pMx) was performed on both knees with the animal under 2% isoflurane anesthesia. For pMx surgery, the meniscotibial ligament was transected and the anterior half of the medial meniscus was removed. The joint capsule and skin were closed with 5–0 nylon sutures. At 1, 2, 4, 8, and 12 weeks after the surgery, the rats were euthanized using CO_2_. For sham surgery, the joint capsule was opened and closed. Intact rats that received no surgery served as healthy controls. All rats were allowed to walk freely in a cage. Throughout the study, all rats were housed in approved animal‐care facilities, with two rats per cage (TP‐105, TOYO‐LABO, Tokyo, Japan; measuring 280 × 440 × 205 mm [L × W × H]). The rats were provided with ad libitum access to water and a certified rat diet (Rodent Diet CE‐2, CLEA Japan, Tokyo, Japan), and were allowed to move freely within their cages.

### 2.2 Safranin O staining

Rat knee joints were fixed for 7 days at room temperature in a neutral buffer solution containing 10% formalin (Wako, Tokyo, Japan), followed by decalcification in 20% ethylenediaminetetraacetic acid (EDTA) for 21 days, and embedding in paraffin wax. The specimens were sliced into 5 μm sagittal sections and stained with safranin O (Chroma Gesellschaft Schmid & Co., Munster, Germany) and fast green (Wako). Histological scoring of the regenerating meniscus tissue was conducted using the Modified Pauli score (Hiyama et al., 2017) (Table S1). The Osteoarthritis Research Society International (OARSI) score was used to assess cartilage degeneration (Pritzker et al., 2006).

### 2.3 Immunohistochemistry

For p16, CD68, SOX9, and ACAN immunostaining, antigen retrieval was performed by immersing sections in a solution of 10 mM Tris plus 1 mM EDTA (pH 9.0) and heated to 60°C for 16 h. For type I and II collagen (COL1 and COL2), the sections were treated with proteinase K (Dako) for 10 min at room temperature. For type II collagen, the sections were further incubated with 5 mg/mL hyaluronidase (Sigma‐Aldrich, Saint Louis, MO, USA) for 2 h at room temperature. The slides were immersed in methanol containing 0.3% H_2_O_2_ for 30 min and then washed with Tris‐buffered saline containing 0.1% Tween‐20 (TBS‐T). After blocking with Blocking One Histo (NACALAI TESQUE, Kyoto, Japan), the sections were incubated overnight at 4°C with primary antibody against p16 (1:100; Abcam, Cambridge, UK), CD68 (1:200; Abcam), SOX9 (1:500; Chemicon, Billerica, MA, USA), ACAN (1:400; Proteintech, Rosemont, IL, USA), type I collagen (1:200; Rockland, Philadelphia, PA, USA), or type II collagen (1:50; F‐57; Kyowa Pharma Chemical, Toyama, Japan). After three washes with TBS‐T, the sections were incubated with secondary antibodies conjugated with horseradish peroxidase (1:200; Abcam) for 1 h at room temperature. The sections were stained with diaminobenzidine (DAB) solution (Dako) for 5 min and then counterstained with hematoxylin. For fluorescence staining, the sections were incubated at 4°C overnight with primary antibody against p16 (1:100; Abcam) and SOX9 (1:500; Chemicon). After three washes with TBS‐T, the sections were incubated at room temperature for 1 h with secondary antibodies conjugated with Alexa488 (1:200; Abcam) and Alexa555 (1:200; Abcam) and fixed with Vectashield (Vector Laboratories) mounting medium. All images were captured using a BZ‐X700 microscope (Keyence, Osaka, Japan) and analyzed using Fiji/ImageJ. DAB‐positive areas were quantified in three fields of view (100 × 100 μm or 150 × 150 μm) for p16, CD68, ACAN, COL1, and COL2. The percentage of SOX9‐positive cells was quantified in three fields of view (100 × 100 μm). We quantified the SOX9‐positive rate by randomly selecting ten p16‐positive (senescent) and ten p16‐negative (non‐senescent) cells in each section and counting the total number of cells and the SOX9‐positive cells within a radius of 20 μm of the selected cells. The counts per section from the selected areas were summed to calculate the SOX9‐positive rate.

### 2.4 Senescence‐associated β‐galactosidase staining

SA‐β‐gal staining was performed using a Senescence β‐Galactosidase Staining Kit (Cell Signaling Technology, Danvers, MA, USA). Tissues were fixed with fixative solution for 30 min and incubated in pH 6.0 staining solution at 37°C for 4 h. Immediately after staining, the tissues were photographed using a stereomicroscope (M165FC; Leica, Wetzlar, Germany). The tissues were then formalin‐fixed, sectioned, and stained with Kernechtrot Stain Solution (Muto Pure Chemicals, Tokyo, Japan) for 5 min to visualize the cell nuclei.

### 2.5 RNA sequencing

Regenerating tissues were harvested from knees 1 week after pMx surgery, as was synovium around the medial meniscus from intact knees and from knees 1 week after sham surgery. Because the boundary between the regenerated tissue and the posterior horn of the meniscus was grossly visible, the regenerating tissue was excised at the boundary and the surrounding synovium was carefully removed. The tissues were homogenized with a Power Masher II (Nippi, Tokyo, Japan), and total RNA was extracted using a miRNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. The quality of the extracted RNA is shown in Table S2. The RNA sequencing analysis was conducted by the Beijing Genomics Institute (BGI; Shenzhen, Guangdong, China). The mRNA was captured using oligo‐dT beads, fragmented, and used for the synthesis of single‐strand cDNA using random N6‐primed reverse transcription, followed by a second‐strand cDNA with dUTP. After PCR amplification, the resulting products underwent sequencing on the DNBSEQ platform. Data were analyzed utilizing Dr. Tom, a BGI data‐mining system. The gene expression levels were calculated as transcripts per million values. Differentially expressed genes (DEGs) were determined between each group (|Log2FC| >1, *Q* value <0.05). Gene Ontology (GO) analysis was performed on the DEGs of pMx versus sham that did not overlap with the DEGs of sham versus intact. Senescence‐associated genes were identified using SenMayo (Saul et al., 2022) and the genes coding secreted factors were extracted using the Matrisome database (Shao et al., 2020).

### 2.6 Isolation of rat synovial fibroblasts

Rat synovium was digested with 3 mg/mL *Clostridium histolyticum*‐derived collagenase type V (Sigma‐Aldrich, Saint Louis, MO, USA) at 37°C for 3 h. Debris was then removed by passing the digest through a 70 μm cell strainer (Greiner Bio‐One, Kremsmünster, Austria), and the filtrate containing the cells was collected. The cells were washed with phosphate‐buffered saline (PBS) and plated at a density of 2000 cells/cm^2^ in 145 cm^2^ dishes in a growth medium consisting of α‐modified essential medium (Thermo Fisher Scientific, Waltham, MA, USA), 10% fetal bovine serum (Thermo Fisher Scientific), and 1% antibiotic–antimycotic (Thermo Fisher Scientific). The cells were cultured until confluent and then detached with 0.25% trypsin and 1 mM EDTA (Thermo Fisher Scientific). Cells at passage 1–2 were used for the experiments.

### 2.7 Senescence induction and conditioned medium preparation

Normal rat SFs were induced to senesce by culturing for 5 days in growth medium with 1 ng/mL recombinant rat IL‐1β and TNF‐α (IL/TNF; Peprotech, Rocky Hill, NJ, USA). After two washes with PBS, the cells were cultured in growth medium without IL/TNF for 24 h. The culture medium (CM) was collected as IL/TNF‐CM and stored at −30°C. Cont‐CM was collected in the same manner from normal SF cultures.

### 2.8 Cell proliferation assay

A Cell Counting Kit‐8 (Dojindo, Tokyo, Japan) was used to assess cell proliferation. Rat SFs were seeded into 96‐well plates at a density of 500 cells/cm^2^ and cultured for 24 h. After incubation for 2, 4, and 6 days, the absorbance at 450 nm wavelength was measured using a plate reader (Infinite M200; Tecan, Männedorf, Switzerland). The cells were then formalin fixed and stained with crystal violet.

### 2.9 Chondrogenic differentiation assay

Rat SFs were seeded at 1 × 10^5^ cells/well in 96‐well PrimeSurface (Sumitomo Bakelite, Tokyo, Japan) and cultured in a chondrogenic induction medium consisting of high‐glucose Dulbecco's Modified Eagle Medium (Thermo Fisher Scientific), 1% insulin–transferrin–selenium (BD Biosciences), 50 μg/mL ascorbate‐2‐phosphate, 40 μg/mL L‐proline (Sigma‐Aldrich), 100 nM dexamethasone, 100 μg/mL pyruvate (Sigma‐Aldrich), 1% antibiotic–antimycotic, 10 ng/mL transforming growth factor‐β3 (Miltenyi Biotec, Bergisch Gladbach, Germany), and 500 ng/mL bone morphogenetic protein‐2 (Medtronic, Minneapolis, MN, USA). After 2 weeks of cultivation, the formed spheroids were subjected to safranin O/fast green staining, glycosaminoglycan (GAG) and DNA quantification, and quantitative polymerase chain reaction (qPCR).

### 2.10 Biochemical analysis

Spheroids were digested with 100 μg/mL papain (Sigma‐Aldrich) at 65°C for 16 h. Subsequently, fluorescence intensity was assessed using a microplate reader (Tecan, Männedorf, Switzerland) at an excitation wavelength of 360 nm and an emission wavelength of 465 nm. A standard curve was generated using calf thymus DNA (Sigma‐Aldrich). The GAG content was then measured using a Blyscan Kit (Biocolor, Westbury, NY, USA) according to the manufacturer's instructions. The optical density was assessed at 656 nm with a microplate reader. To compare the GAG‐producing ability, the GAG content was standardized relative to the DNA content (GAG/DNA).

### 2.11 qPCR

Total RNA was extracted using the miRNeasy Mini Kit according to the manufacturer's instructions. First‐strand complementary DNA was synthesized from total RNA using a ReverTra Ace qPCR RT Master Mix with gDNA Remover (Toyobo, Osaka, Japan). The qPCR was performed with THUNDERBIRD SYBR qPCR Mix (QPS‐201; Toyobo) on a Lightcyler 480 System II (Roche Diagnostics). The following primers were used in this study: SOX9, 5′‐ATCTTCAAGGCGCTGCAA‐3′ (forward) and 5′‐CGGTGGACCCTGAGATTG‐3′ (reverse); ACAN, 5′‐TGGCTGCAGGACCAGACT‐3′ (forward) and 5′‐CGCCATAGGTCCTGACTCC‐3′ (reverse); COL2A1, 5′‐CTTTCCTCCGTCTACTGTCCA‐3′ (forward) and 5′‐GCCCTCATCTCCACATCATT‐3′ (reverse); COL1A1, 5′‐TCCTGCCGATGTCGCTATC‐3′ (forward) and 5′‐CCATGTAGGCTACGCTGTTCTTG‐3′ (reverse); COL10A1, 5′‐GGTCCACCAGGTCCACAA‐3′ (forward) and 5′‐TGGCTTCCCAATACCTTCTC‐3′ (reverse); β‐actin, 5′‐GCAGGAGTACGATGAGTCCG‐3′ (forward) and 5′‐ACGCAGCTCAGTAACAGTCC‐3′ (reverse); p16, 5′‐GCTGGATGTGCGCGATGCC‐3′ (forward) and 5′‐CAGAAGTTATGCCTGTCGGTGACC‐3′ (reverse); p21, 5′‐TCCTGGTGATGTCCGACCTGTTC‐3′ (forward) and 5′‐GCGGCTCAACTGCTCACTGTC‐3′ (reverse); p53, 5′‐AGAGAGCACTGCCCACCA‐3′ (forward) and 5′‐AACATCTCGAAGCGCTCAC‐3′ (reverse); GLB1, 5′‐CGCTGCGCACAGTTTCTATAATG‐3′ (forward) and 5′‐ATGCTTCCCGAGATGTAGCG‐3′ (reverse); 18S ribosomal RNA, 5′‐CACGGGTGACGGGGAATCAG‐3′ (forward) and 5′‐CGGGTCGGGAGTGGGTAATTTG‐3′ (reverse). The cycling conditions were 45 cycles at 95°C for 15 s and then 60°C for 30 s. β‐actin and 18 s ribosomal RNA were used as the endogenous control genes.

### 2.12 Intraarticular injections of ABT‐263

ABT‐263 was obtained from MedChemExpress (Monmouth Junction, NJ, USA) and dissolved in DMSO (Wako, Tokyo, Japan). Rats received intra‐articular injections of 2.5 mM ABT‐263 (50 μL) and vehicle control (5% DMSO, 40% PEG300, 5% Tween 80 [Selleck, Houston, USA], and 50% saline) twice a week from 1 week after pMx surgery. Regenerating tissues were subjected to qPCR (2 weeks postoperatively) and histological analysis (8 and 12 weeks postoperatively).

### 2.13 Statistical analysis

All statistical analyses were conducted using GraphPad Prism 10 (GraphPad Software, CA, USA). Comparisons between two groups were made using an unpaired *t*‐test. Comparisons between multiple groups were done using one‐way ANOVA, followed by Tukey's or Dunnett's multiple comparison test. *p* values <0.05 were considered statistically significant.

## 3 RESULTS

### 3.1 Time‐course histological changes in spontaneous repair of the rat meniscus

Spontaneous repair of the meniscus was histologically evaluated over 12 weeks in the rat pMx model (Figure 1a). Safranin O staining revealed the existence of regenerative meniscal tissue from 1 week postoperatively (Figure 1b). The regenerative tissue that grew from the surrounding synovium showed higher cell density, less staining intensity, and a more irregular surface compared to the intact meniscus. The cellularity and surface irregularity decreased over the 12 week study interval. Chondrocyte‐like cells that positively stained for GAG with safranin O were observed from 4 weeks postoperatively. The staining increased at 8 and 12 weeks. The modified Pauli score significantly decreased at 1 week postoperatively compared with the intact group and improved over time for the 12 weeks. The areas showing p16 and CD68 expression in regenerating tissues and intact meniscus/synovium, used to assess the number of senescent cells and macrophages (Figure 1c), increased markedly at 1 week postoperatively and then decreased gradually. Quantification of the positive areas showed that both p16 and CD68 staining at 1 week postoperatively was significantly greater in regenerated tissue than in the intact synovium.

**FIGURE 1:**
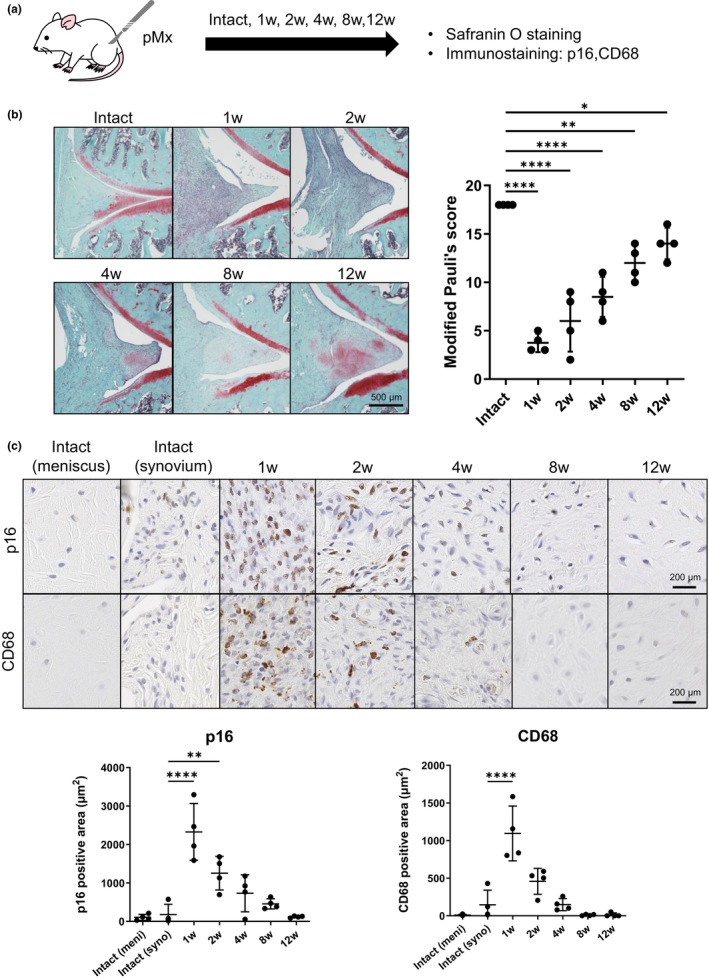
Time course of the histological changes during spontaneous repair of the rat meniscus. (a) Scheme of the experiment. A rat partial meniscectomy (pMx) model was created, and histological evaluation was performed on regenerated tissue from 1 to 12 weeks after the surgery. (b) Regenerative images of safranin O staining and the modified Pauli score. (c) Representative images of p16 and CD68 immunostaining and quantification of the positive areas. The inner part of the meniscus, the adjacent synovium, and regenerative tissues were evaluated. *p < 0.05, **p < 0.01, ****p < 0.0005.

### 3.2 Early histological changes in intact, sham, and pMx knees

The effects of surgical intervention on cellular senescence were investigated by immunostaining and SA‐β‐gal staining of intact knees and knees at 1 week after sham or pMx surgery (Figure 2a). For both p16 and CD68, the staining area tended to be larger for the sham synovium than for the intact synovium (Figure 2b). However, the regenerative tissue in the pMx group showed a much larger staining area compared with either the intact or the sham synovium, and the difference was statistically significant. Double staining of the regenerated tissue for p16 and CD68 showed a small overlap of both signals (Figure S1). Almost no SA‐β‐gal staining was observed for the intact meniscus and synovium (Figure 2c). The sham group showed mild staining in the synovial tissue adjacent to the medial meniscus, whereas the pMx group showed strong staining in the regenerating tissues. Histological observation of the SA‐β‐gal‐stained knees showed similar results; however, the staining was limited to the superficial layer (Figure S2).

**FIGURE 2:**
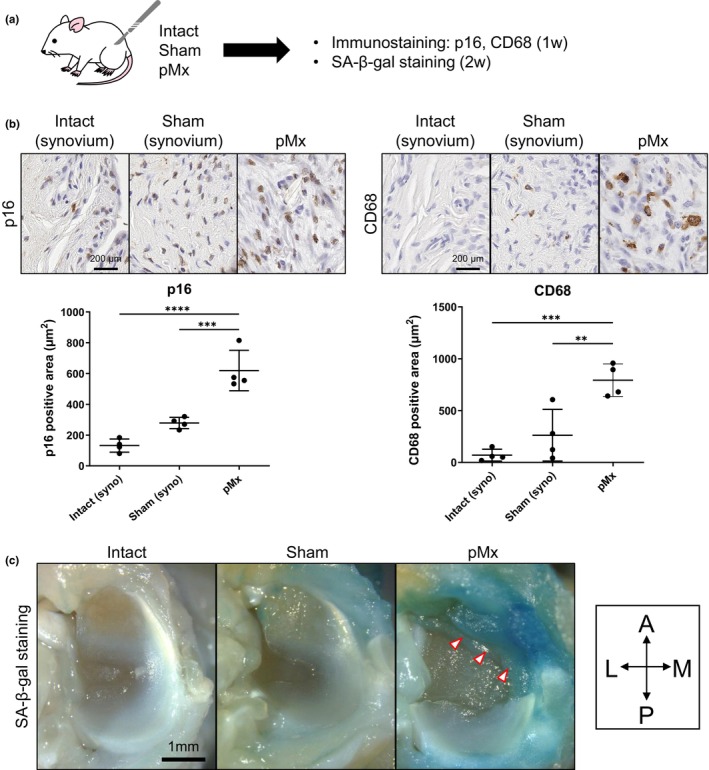
Early histological changes of intact, sham, and partial meniscectomy (pMx) knees. (a) Scheme of the experiment. Immunostaining and SA‐β‐gal staining were performed at 1 and 2 weeks postoperatively. (b) Representative images of p16 and CD68 immunostaining and quantification of the positive areas. The synovium adjacent to the meniscus and regenerative tissues were evaluated. (c) Representative images of senescence‐associated beta‐galactosidase (SA‐β‐gal) staining. *p < 0.05, **p < 0.01, ***p < 0.005, *****p < 0.0005. A, anterior; P, posterior; M, medial; L, lateral.

### 3.3 Comprehensive gene expression analysis of regenerative tissue

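RNA from 3 groups of rat knees was sequenced, with 3 libraries per group. The intact group was synovium, the tissue lining the joint, taken from around the medial meniscus of unoperated knees. The sham group was synovium from the same place 1 week after sham surgery. The pMx group was the regenerating tissue 1 week after partial medial meniscectomy (pMx), the removal of part of the medial meniscus, with the surrounding synovium removed. The pMx group therefore differed from the sham group in both the surgery and the tissue sampled. The mRNA was captured with oligo-dT beads and sequenced at BGI on the DNBSEQ platform, and the authors analyzed the reads with Dr. Tom, the BGI data-mining system. The paper's text does not name the aligner, the counting tool, the genome build or the annotation. The authors deposited values of TPM, a measure of transcript abundance scaled to a total of 1000000 per library, for 17602 genes, each listed by its symbol and a numeric gene identifier and rounded to 2 decimals. Every library summed to 1000000. TPM values keep no record of the number of reads, so the depth of each library is unknown and no counting error can be given. The number of genes above 0 TPM ranged from 15914 to 15965 (median 15935) in the intact group, from 16074 to 16125 (median 16090) in the sham group and from 15644 to 15794 (median 15751) in the pMx group.
The values were analyzed here as log2(TPM + 1). Genes above 0 TPM in at least 3 of the 9 libraries (16512 genes) were fitted with limma, one mean per group over all 9 libraries, with variances shrunk toward a trend with mean expression and Benjamini-Hochberg adjustment. As in the paper, a differentially expressed gene (DEG) had an adjusted p below 0.05 and an absolute log2 fold change above 1. The paper's text does not name the test behind its Q values. Fold changes on the log2(TPM + 1) scale understate the change of genes near or below 1 TPM, so the pseudocount of 1 is a choice that could change the number of DEGs. Pearson correlations between libraries across genes, which are not independent replicates, were 0.954 to 0.996 within groups and 0.902 to 0.989 between groups, and no pair of libraries held identical values. The first principal component took up 63.0% of the variance and ordered the groups as intact, sham and pMx. The second took up 21.2% and set replicate 3 of the intact group apart from the other libraries.

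**Figure D1:**
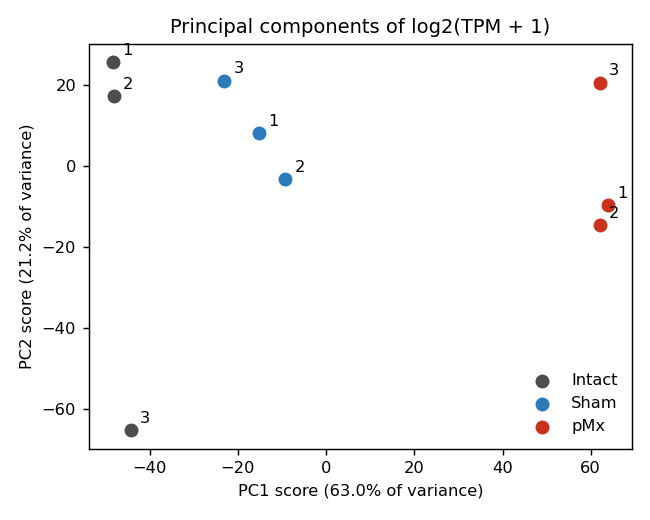
Scores of the 9 libraries on the first (63.0% of variance) and second (21.2%) principal components of log2(TPM + 1), colored by group and numbered by replicate. The pMx libraries lie between 62.1 and 63.9 on the first component, the sham libraries between -23.1 and -9.26 and the intact libraries between -48.2 and -44.2; replicate 3 of the intact group lies at -65.3 on the second.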

We performed RNA sequence analysis for intact knees and knees 1 week after sham and pMx surgery to analyze the genes that were specifically expressed in regenerative tissue (Figure 3a). 

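In pMx versus sham, 1355 of the 16512 genes tested were DEGs, of which 554 were higher and 801 (59.1%) lower in the pMx group. Between sham and intact, 323 genes were DEGs, 235 higher and 88 lower in the sham group. The DEG lists of these comparisons had 206 genes in common. With the adjusted p alone and no fold-change threshold, which moved these counts most, there were 6046 and 2097 genes, and 1398 in common. With a pseudocount of 0.1 in place of 1, there were 2229 and 612 DEGs, and 397 in common. The libraries of each group carry the same replicate numbers. The deviations of same-numbered libraries from their group means had a mean correlation across genes of 0.30 between pMx and sham and of -0.30 between sham and intact. With the replicate number as a block in the model, there were 1343 and 297 DEGs, with 190 in common.
Among DEGs whose groups did not overlap, Col12a1 (gene identifier 25683) had the largest increase in pMx versus sham. Its TPM was 67.6 ± 30.4 (SD, n = 3) in the sham group and 777 ± 63.8 (SD, n = 3) in the pMx group, a log2 fold change of 3.63 (standard error 0.33, adjusted p = 1.06e-04 from limma). Acan followed, at 21.9 ± 13.4 TPM (SD, n = 3) in the sham group and 205.01, 182.29 and 236.05 TPM in the pMx libraries. LOC103694169, Tnn and Ca9 came next, with log2 fold changes of 3.37, 3.33 and 3.32. The call of LOC103694169 was lost with pseudocounts of 0.1 and 0.01 (adjusted p = 0.0641 and 0.102 from limma). It was also lost in 3 of the 9 fits that each left out a library. Across those 9 fits the log2 fold change of LOC103694169 ranged from 2.03 to 4.25. The largest decrease was that of Myoc, from 232 ± 73.4 TPM (SD, n = 3) in the sham group to 0.24 TPM in every pMx library (log2 fold change -7.50, adjusted p = 3.63e-06 from limma). The next decreases were those of Adipoq, Thrsp, Ces1d and Scd, with log2 fold changes of -7.36, -7.06, -6.59 and -6.37. From intact to sham, Tnn had the largest increase, from 0.773 ± 0.384 to 162 ± 62.0 TPM (SD, n = 3 each; log2 fold change 6.45). Lrrc15, Mmp12, C1qtnf3 and Mmp13 followed with 4.03, 3.99, 3.87 and 3.82. The largest decreases there were those of Cck, Ccl11, Camp, Inmt and RatNP-3b, with log2 fold changes of -2.47, -2.12, -2.04, -2.02 and -1.96. The call of Mmp12 in pMx versus sham was lost with a pseudocount of 0.01 (adjusted p = 0.0614 from limma), and that of Camp in sham versus intact with pseudocounts of 0.1 and 0.01 (adjusted p = 0.0898 and 0.208). The call of Camp was also lost in 3 of the 9 fits that each left out a library.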

The number of DEGs was 607 for sham versus intact and 2147 for pMx versus sham, with 405 DEGs in common (Figure 3b). 

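Of the 206 DEGs common to pMx versus sham and sham versus intact, 135 were higher in both comparisons, 57 were lower in both and 14 changed in opposite directions. The same direction was thus seen for 93.2%. No p-value is given for this share, because both comparisons use the sham libraries. With each library left out in turn it ranged from 78.0% to 96.6%. After these genes were set aside, 1149 DEGs of pMx versus sham remained, 419 higher and 730 (63.5%) lower in the pMx group. With the replicate block, 1153 remained. The genes set aside included 6 of the 10 largest increases in pMx versus sham, 30 of the 50 largest and 57 of the 100 largest. Tnn was among them, with 1543 ± 71.5 TPM (SD, n = 3) in the pMx group after its increase in the sham group (log2 fold change of pMx versus sham 3.33, standard error 0.29, adjusted p = 8.44e-05 from limma). Acan was also among them, with log2 fold changes of 3.43 (standard error 0.53) in pMx versus sham and 3.44 (standard error 0.53) in sham versus intact.

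**Figure D2:**
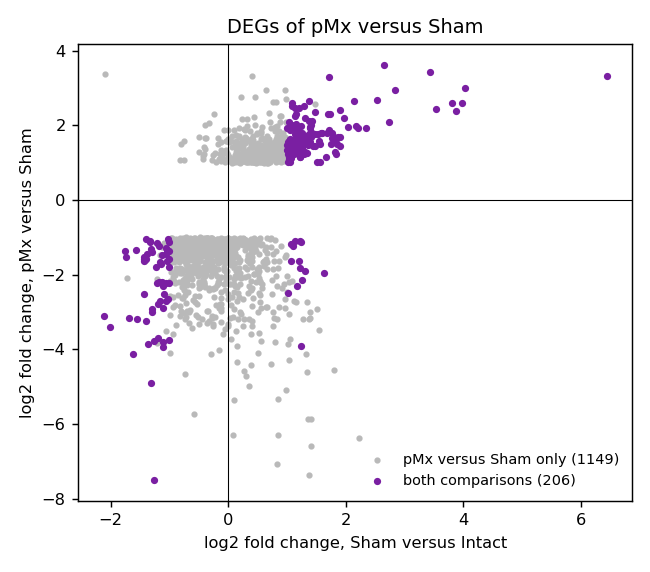
Log2 fold change in sham versus intact (horizontal axis) against log2 fold change in pMx versus sham (vertical axis) for the 1355 DEGs of pMx versus sham, on the log2(TPM + 1) scale. Each point is a gene; the 206 genes that were DEGs in both comparisons are purple, and the other 1149 are gray. Of the purple points, 135 lie above 0 on both axes and 57 below 0 on both.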

We eliminated the effect of surgical intervention by excluding 405 DEGs common to sham versus intact from the 2147 DEGs in pMx versus sham, resulting in a total of 1742 genes for further analyses. 

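The heatmaps of Fig. 3d label genes of 3 functional groups, aging, extracellular matrix (ECM) organization and cell proliferation. The Gene Ontology (GO) annotation behind such groups was not used here, so no enrichment was computed, and the labeled genes were taken as lists. All 15 aging genes, all 18 ECM genes and 29 of the 30 cell proliferation genes were matched to the deposited symbols. Every matched gene had higher TPM in all pMx libraries than in all sham libraries, a separation that chance gives for 5% of genes with 3 libraries against 3. The median log2 fold change of pMx versus sham was 1.10 for the aging genes, 1.37 for the ECM genes and 1.07 for the cell proliferation genes. An adjusted p from limma below 0.05 was reached by 15, 18 and 27 genes, whether the adjustment ran over all genes tested or over each list alone. The genes were labeled because they were DEGs in these libraries, so the lists are no separate check. The DEG thresholds in pMx versus sham, and not in sham versus intact, were met by 11 aging, 13 ECM and 17 cell proliferation genes. With the replicate block these numbers were 10, 13 and 17. A pseudocount of 0.01 moved them most, to 15, 18 and 26.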

GO analysis revealed an enrichment of genes related to extracellular matrix organization, aging, and positive regulation of cell proliferation (Figure 3c). 

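Cdkn2a (gene identifier 25163) encodes p16. It was at 3.36, 1.96 and 2.84 TPM in intact replicates 1 to 3, at 2.44, 2.03 and 3.94 TPM in sham replicates 1 to 3 and at 12.15, 11.72 and 7.01 TPM in pMx replicates 1 to 3. These are values for the whole gene, which do not separate its transcripts. The mean was 10.3 ± 2.85 TPM (SD, n = 3) in the pMx group and 2.80 ± 1.01 TPM (SD, n = 3) in the sham group, a log2 fold change of 1.57 (standard error 0.26, adjusted p = 0.00173 from limma). With each library left out in turn the log2 fold change stayed between 1.42 and 1.80. Sham and intact did not differ beyond the spread between replicates (log2 fold change 0.02, standard error 0.26, adjusted p = 0.974 from limma). Cdkn2b, which encodes a related cell cycle inhibitor, rose from 2.45 ± 0.635 TPM in the sham group to 6.84 ± 0.924 TPM (SD, n = 3 each) in the pMx group (log2 fold change 1.19, adjusted p = 0.00114 from limma). Ptgs2 had the largest increase of the 15 aging genes, from 0.960 ± 0.364 to 13.3 ± 6.30 TPM (SD, n = 3 each; log2 fold change 2.77). Timp1 was already higher in sham than in intact by a log2 fold change of 0.86 (adjusted p = 0.00524 from limma), below the fold-change threshold, and rose by a further 1.48 in pMx versus sham. For Tfrc the adjusted p of pMx versus sham from limma was 0.0427, and it rose to 0.0769 with the replicate block. The call of Tfrc was also lost in 6 of the 9 fits that each left out a library. Intact replicate 3 had 25.56 TPM of Tfrc, above every pMx library. Npy5r was listed at 0 TPM in all intact and sham libraries and at 0.1, 0.2 and 0.24 TPM in the pMx libraries, and it missed the fold-change threshold with a pseudocount of 1, as did Bdnf, Cyp27b1 and Atp8a2.

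**Figure D3:**
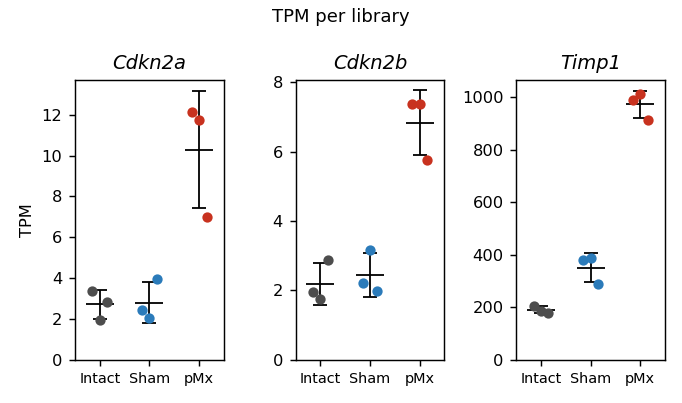
TPM of Cdkn2a, Cdkn2b and Timp1 in each library (points) of the intact, sham and pMx groups, with the mean (horizontal mark) and SD (error bar, n = 3). All 3 pMx libraries lie above all sham and intact libraries for each gene; for Cdkn2a the lowest pMx library is at 7.01 TPM and the highest sham library at 3.94 TPM.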

Among the genes associated with aging, several, including Cdkn2a (p16), were specifically upregulated in the pMx group (Figure 3d). 

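Among the genes tested, 44 code for collagen chains (symbols of the form Col, number, a, number). In pMx versus sham, 22 of them were DEGs, 16 higher and 6 lower in the pMx group. Of the 16 higher genes, 11 were also DEGs in sham versus intact, Col1a1, Col12a1 and Col5a1 among them. The DEGs of pMx versus sham alone held 5 higher collagen genes, Col8a2, Col24a1, Col27a1, Col8a1 and Col18a1, and 5 lower ones, Col4a5, Col14a1, Col22a1, Col23a1 and Col6a6. The higher part of this set took in 11.4% of the collagen genes against 2.51% of the other genes tested (two-sided Fisher's exact test, p = 0.00494). That test treats genes as independent, so its p does not measure the spread between libraries. The lower part of the set, which also held 5 collagen genes, was not tested in this way. The test of the higher part rests on the 5 higher genes. With each library left out in turn, their number ranged from 3 to 9. Of the 5, Col8a2 and Col18a1 were also higher in sham than in intact, below the fold-change threshold (log2 fold changes 0.90 and 0.89, adjusted p = 0.0149 and 0.0214 from limma). As a set, the 44 genes had a median log2 fold change of 0.53 (adjusted p = 0.00503 from limma's camera with an assumed inter-gene correlation of 0.01, and 0.00545 with the replicate block). When camera estimated that correlation from the residuals, the adjusted p was 0.506. Collagen genes together took up 0.960% ± 0.225 of the TPM in the intact group, 2.27% ± 0.284 in the sham group and 6.06% ± 0.224 in the pMx group (SD, n = 3 each). Col8a2 had the largest increase of the 5 higher genes, from 16.9 ± 2.83 TPM in the sham group to 84.6 ± 8.83 TPM in the pMx group (SD, n = 3 each; log2 fold change 2.27, standard error 0.17, adjusted p = 4.80e-05 from limma). Col18a1 had the smallest, with a log2 fold change of 1.22 (standard error 0.19).
The transcription factor gene Sox9 (gene identifier 140586) was at 0.68, 0.69 and 0.71 TPM in the intact libraries, at 1.23, 1.06 and 0.55 TPM in the sham libraries and at 4.55, 5.07 and 5.92 TPM in the pMx libraries. Its log2 fold change was 1.68 in pMx versus sham (standard error 0.14, adjusted p = 7.92e-05 from limma) and 0.18 in sham versus intact (standard error 0.14, adjusted p = 0.446). Because the sham values are near 1 TPM, the fold change depends on the pseudocount, and it was 2.39 with a pseudocount of 0.1.

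**Figure D4:**
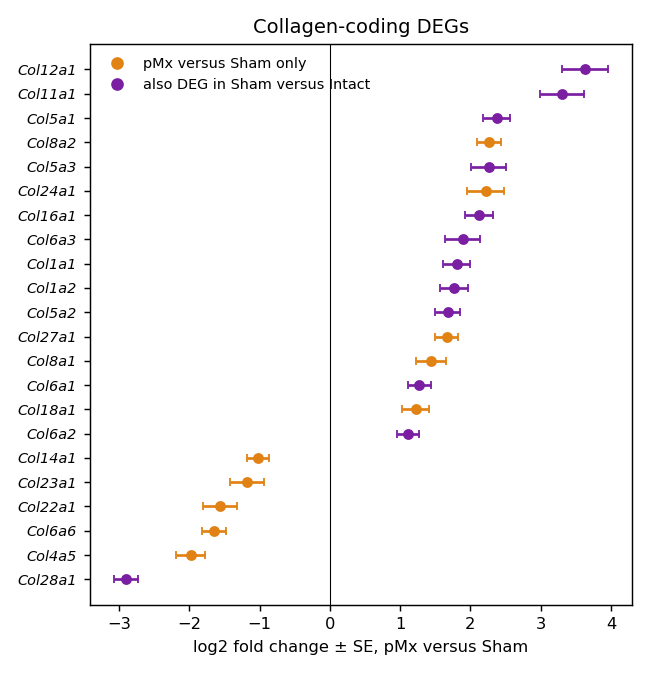
Log2 fold change of pMx versus sham (points) with its standard error (bars), on the log2(TPM + 1) scale, for the 22 collagen-coding DEGs. The 10 genes in orange were DEGs in pMx versus sham only, and the 12 in purple were also DEGs in sham versus intact; Col12a1 has the largest increase, 3.63, and Col28a1 the largest decrease, -2.90.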

Many collagen‐coding genes involved in extracellular matrix organization, as well as the transcription factor Sox9, were highly expressed in the pMx group. 

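Of the 29 cell proliferation genes of Fig. 3d in the deposited table, Tnc had the largest increase in pMx versus sham, from 99.6 ± 32.5 to 755 ± 108 TPM (SD, n = 3 each; log2 fold change 2.96, standard error 0.23, adjusted p = 5.75e-05 from limma). Scx, which encodes a tendon transcription factor, rose from 14.8 ± 6.11 to 89.2 ± 10.3 TPM (SD, n = 3 each; log2 fold change 2.57, standard error 0.61, adjusted p = 0.0107 from limma). In sham versus intact the log2 fold change of Scx was 1.49 (adjusted p = 0.147 from limma). The intact replicates 1 to 3 were at 1.97, 2.16 and 15.62 TPM. With each library left out in turn this fold change ranged from 1.06 to 2.30, and 1 of the 9 fits called Scx a DEG there. Its call for pMx versus sham alone therefore depends on the libraries included. Foxm1, a transcription factor of dividing cells, was at 3.36 ± 0.670 TPM in the sham group and 9.00 ± 0.410 TPM in the pMx group (SD, n = 3 each), with log2 fold changes of 1.21 in pMx versus sham and 0.45 in sham versus intact. Lef1 and Pkhd1 had adjusted p-values of 0.116 and 0.115 in pMx versus sham, so their increases were not larger than the spread between replicates allows at the 0.05 threshold. Pkhd1 stayed below 1 TPM in every library. A further 10 of the 29 genes had an adjusted p below 0.05 and missed the fold-change threshold, with log2 fold changes between 0.24 for Npy5r and 0.99 for Fgfr2.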

A number of genes related to cell proliferation, including SOX9, also showed upregulated expression in the pMx group. In addition, SenMayo identified 22 DEGs that overlapped in a senescence/SASP gene set, six of which were upregulated in the pMx group (Figure S3). 

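Fig. S3 labels Serpine2, Ccl3, Pgf, Nrg1 and Inha. Each had higher TPM in all 3 pMx libraries than in all sham libraries. Serpine2 (gene identifier 29366) rose from 140 ± 28.8 TPM in the sham group to 508 ± 4.49 TPM in the pMx group (SD, n = 3 each; log2 fold change 1.88, standard error 0.14, adjusted p = 4.39e-05 from limma). Ccl3, Inha and Pgf had log2 fold changes of 1.31, 1.21 and 1.09. Ccl3 was also higher in sham than in intact by 0.79 (adjusted p = 0.0216 from limma), and with pseudocounts of 0.1 and 0.01 this increase passed the DEG thresholds. Nrg1 was at 0.2, 0.2 and 0.1 TPM in the sham libraries and at 1.9, 1.33 and 0.63 TPM in the pMx libraries; its log2 fold change of 0.93 (standard error 0.18, adjusted p = 0.00402 from limma) did not reach the threshold of 1, which it passed with a pseudocount of 0.1 (2.29). The published SenMayo gene set was not used here. In a list of SenMayo genes written down from general knowledge before the values were examined, and not checked against the published set, 107 genes were tested. Of these, 19 were DEGs in pMx versus sham and not in sham versus intact, 6 higher (Serpine2, Mmp3, Ccl3, Inha and Pgf among them) and 13 lower in the pMx group.

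**Figure D5:**
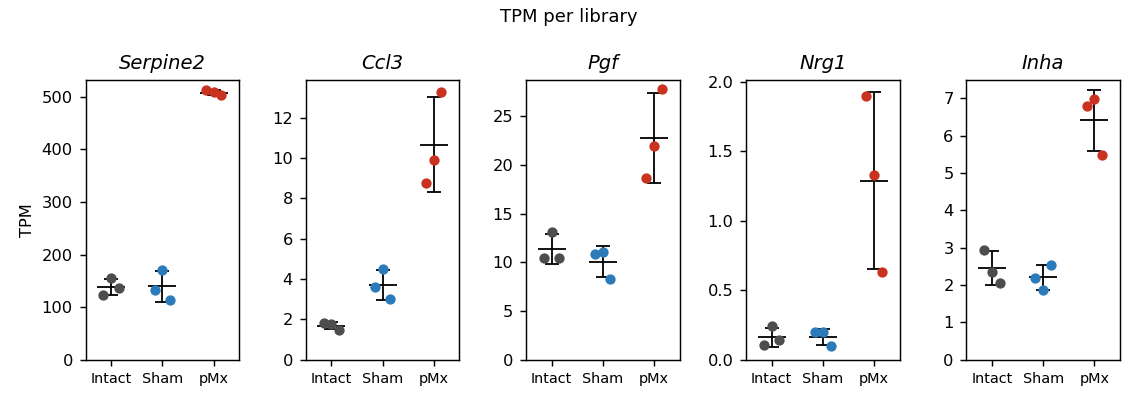
TPM of Serpine2, Ccl3, Pgf, Nrg1 and Inha in each library (points) of the intact, sham and pMx groups, with the mean (horizontal mark) and SD (error bar, n = 3). The 3 pMx libraries lie above the 3 sham libraries for each gene; the vertical scale differs between panels, and for Nrg1 the sham libraries are at or below 0.2 TPM.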

At the same time, various genes coding secreted factors were specifically upregulated in the pMx group (Figure S4). These results prompted us to immunostain the regenerating tissues of the pMX group for p16 and SOX9 (Figure 3e). 

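Fig. S4 labels 18 genes coding for secreted factors. All 18 had higher TPM in every pMx library than in every sham library, and all had an adjusted p from limma below 0.05. Both thresholds were met in pMx versus sham by 16 genes, and 15 of these were not DEGs in sham versus intact. Inhba, which encodes a subunit of activin, had the largest log2 fold change, 2.06 (standard error 0.14, adjusted p = 3.10e-05 from limma), with 17.5 ± 2.76 TPM in the sham group and 75.8 ± 5.38 TPM in the pMx group (SD, n = 3 each). Angptl2 had the highest level in the pMx group of the genes given here, 472 ± 17.6 TPM (SD, n = 3), against 184 ± 28.8 TPM in the sham group and 106 ± 15.5 TPM in the intact group (SD, n = 3 each). Wnt5a rose from 3.72 ± 0.555 to 11.1 ± 1.20 TPM (SD, n = 3 each; log2 fold change 1.37), Tnfsf11 from 1.33 ± 0.805 to 6.12 ± 1.12 TPM (SD, n = 3 each; 1.66) and Il11 from 1.44 ± 0.165 to 4.32 ± 0.865 TPM (SD, n = 3 each; 1.11). With pseudocounts of 0.1 and 0.01, Tnfsf11 and Il11 were also DEGs in sham versus intact. Ccl12 was a DEG in both comparisons, with log2 fold changes of 1.77 in pMx versus sham and 1.14 in sham versus intact (adjusted p = 0.0311 from limma). Bdnf was at 0.11, 0.05 and 0 TPM in the sham libraries and at 0.2, 0.26 and 0.32 TPM in the pMx libraries, and its log2 fold change of 0.26 missed the threshold. The paper set aside the DEGs shared with sham versus intact as the effect of surgery, and from the genes that remained it states that several aging genes and various secreted-factor genes were specifically upregulated in the pMx group.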

The regenerating tissues showed the presence of p16‐positive cells surrounded by cells strongly expressing SOX9. We quantified this by calculating the SOX9 positivity of cells surrounding p16‐positive (senescent) cells and p16‐negative (non‐senescent) cells. The SOX9‐positive rate was higher for cells surrounding p16‐positive cells than for cells surrounding p16‐negative cells (Figure S5).

**FIGURE 3:**
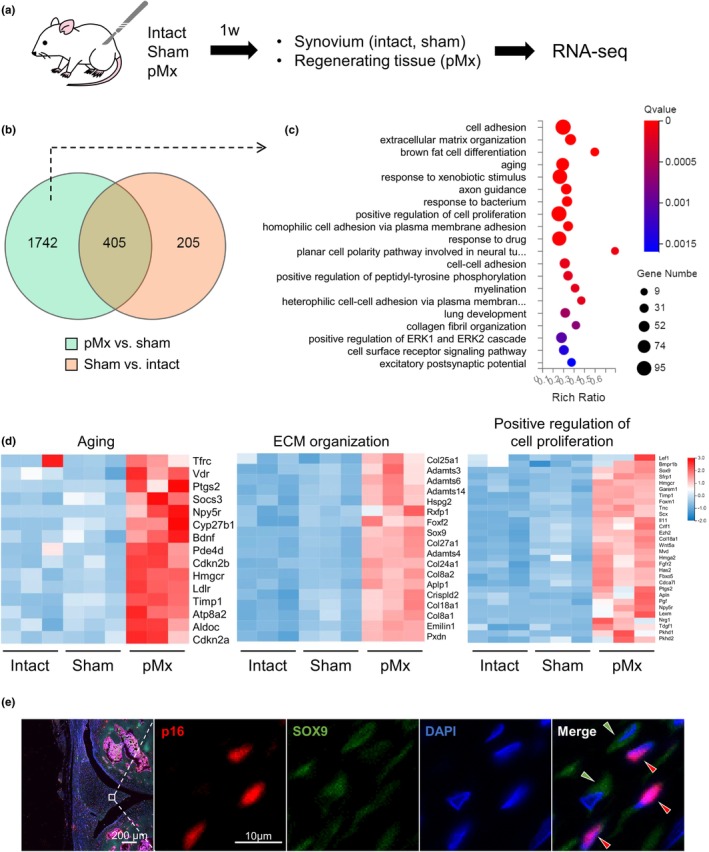
Transcriptome analysis of regenerative tissue. (a) Scheme of the experiment. RNA sequencing was performed on intact knees and knees at 1 week after sham and partial meniscectomy (pMx) surgery. (b) Venn diagram of differentially expressed genes (DEGs) between the intact, sham, and pMx groups. (c) Gene ontology analysis of 1742 genes specifically upregulated in the pMx group. The top 20 terms are shown as a bubble plot. (d) Heatmaps showing DEGs associated with “aging,” “ECM organization,” and “cell proliferation.” (e) Representative images of p16 and SOX9 fluorescence staining.

### 3.4 Effect of senescence‐associated secretory phenotype factors derived from senescent synovial fibroblasts

We also assessed the effect of SASP factors released by senescent SFs on normal SFs. We first induced senescence in rat SFs by treating them with IL/TNF (Figure 4a). After 5 days of IL/TNF treatment, the cells assumed a larger and flatter morphology, and their SA‐β‐gal staining intensity increased markedly compared to untreated control cells (Figure 4b). Further evaluation of the proliferation of normal rat SFs exposed to CM from control and IL/TNF‐treated SFs (cont‐CM and IL/TNF‐CM) for 2, 4, and 6 days (Figure 4c) revealed a more rapid proliferation of rat SFs cultured in IL/TNF‐CM than in cont‐CM (Figure 4d). The relative cell number was significantly larger in the IL/TNF‐CM group at Days 4 and 6 (Figure 4e).

**FIGURE 4:**
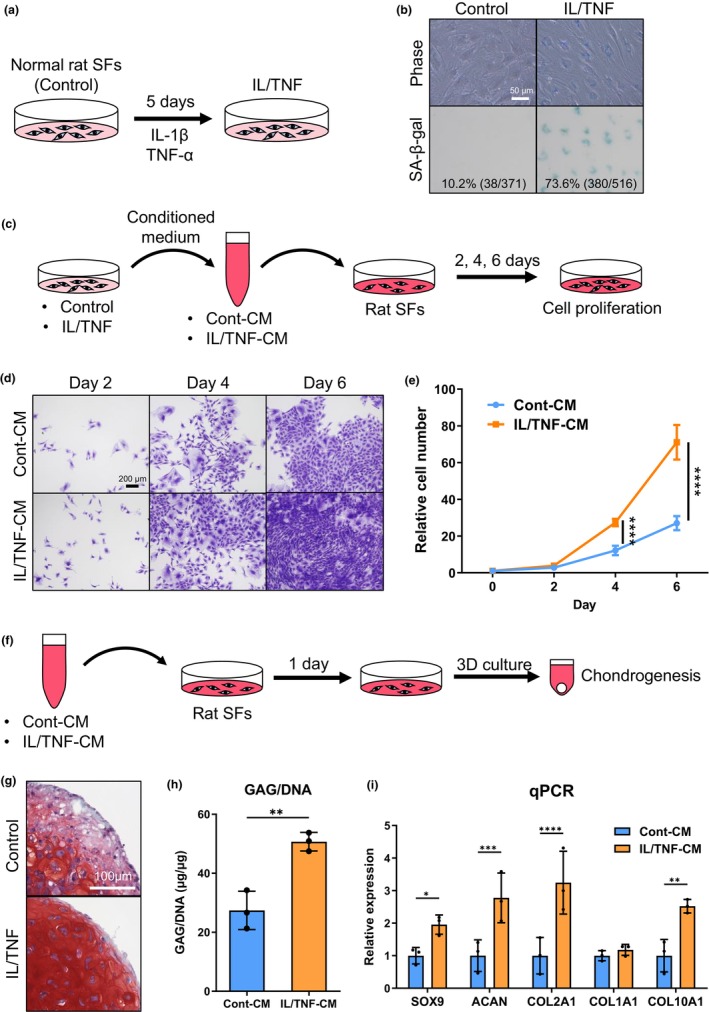
Effect of senescence‐associated secretory phenotype (SASP) factors derived from senescent rat synovial fibroblasts (SFs). (a) Schema of senescence induction in rat SFs using IL‐1β and TNF‐α (IL/TNF). (b) Phase contrast and brightfield images of senescence‐associated beta‐galactosidase (SA‐β‐gal) staining. The percentage of SA‐β‐gal–positive cells is shown. (c) Scheme of the cell proliferation assay. Rat SFs were cultured in conditioned medium collected from the control and IL/TNF SFs (cont‐CM and IL/TNF‐CM) for 2, 4, and 6 days. (d) Representative images of cells stained with crystal violet. (e) Relative cell numbers at days 0, 2, 4, and 6. (f) Scheme of chondrogenic differentiation assay. Rat SFs were pretreated with cont‐CM and IL/TNF‐CM for 1 day and then subjected to 3D chondrogenic culture. (g) Representative images of safranin O staining of chondrogenic spheroids. (h) Quantification of the glycosaminoglycan (GAG)/DNA ratio. (i) Relative gene expression of SOX9, ACAN, COL2A1, COL1A1, and COL10A1. *p < 0.05, **p < 0.01, ***p < 0.005, ****p < 0.0005. Each experiment was performed in triplicate and repeated twice. Representative data are presented.

The effect of CM on chondrogenic potential was also evaluated by pretreating rat SFs with cont‐CM and IL/TNF‐CM for 24 h (Figure 4f). The safranin O staining was more intense, and the GAG/DNA ratio was significantly larger for the cells pretreated with IL/TNF‐CM than with cont‐CM (Figure 4g,h). The expression of chondrogenic genes (SOX9, ACAN, COL2A1, and COL10A1) was also significantly upregulated in the IL/TNF‐CM pretreatment group (Figure 4i).

### 3.5 Effect of the senolytic drug ABT‐263 on spontaneous meniscus repair

The significance of cellular senescence in spontaneous meniscus repair was investigated by eliminating senescent cells with ABT‐263 from 1 to 4 weeks after the pMx surgery, when the senescent cells were most abundant (Figure 5a). ABT‐263 has been reported to selectively eliminate senescent mouse and human SFs (Gil et al., 2022; Miura et al., 2022). The dose number and concentration were determined as described in a previous rat study (Yang et al., 2020). The expression levels of senescence‐related genes (p16, p21, and p53) in the regenerated tissue at 2 weeks were lower in the ABT‐263 group than in the vehicle group (Figure 5b). The ABT‐263 treatment also decreased the expression of GLB1 encoding β‐galactosidase. Safranin O staining confirmed a more uneven surface and weaker staining in the ABT‐263 group than in the vehicle group (Figure 5c). Fewer cartilage‐like cells and more fibroblast‐like cells were observed in the regenerated tissue of the ABT‐263 group at 8 and 12 weeks. Histological scores for regenerating the meniscus were significantly lower in the ABT group than in the vehicle group at both 8 and 12 weeks postoperatively (Figure 5d). The immunostaining results showed decreased expression of SOX9, ACAN, and COL1 in the ABT‐263 group (Figure 6a,b). Conversely, no obvious differences were observed in COL2 expression between the two groups. Cartilage degeneration scores showed no significant differences at 8 or 12 weeks (Figure S6).

**FIGURE 5:**
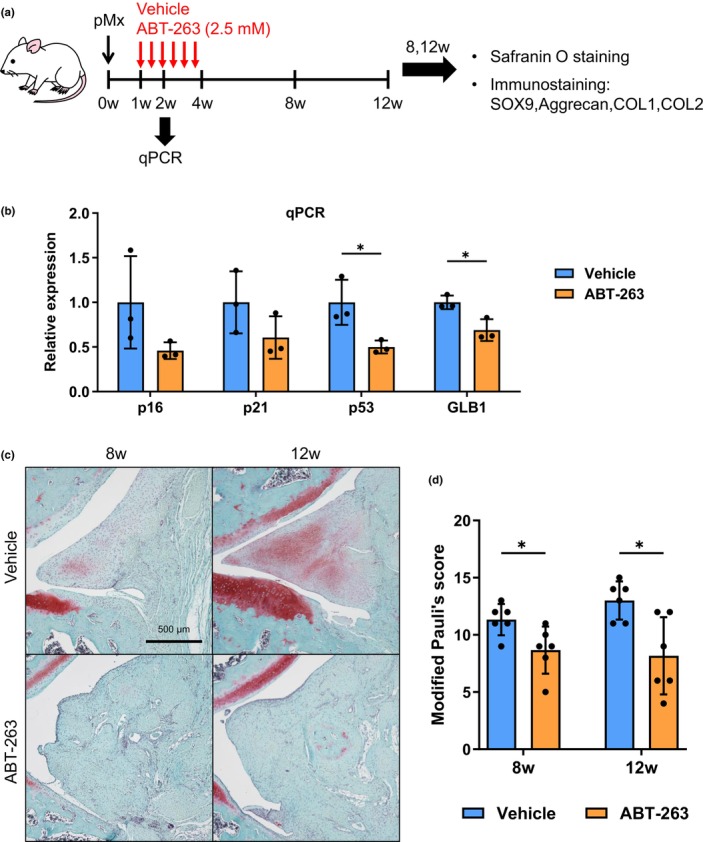
Effect of ABT‐263 on spontaneous meniscus repair. (a) Scheme of the experiment. Rats received intra‐articular injections of ABT‐263 twice a week from 1 week after partial meniscectomy (pMx) surgery. Regenerative tissues were subjected to qPCR at 2 weeks and histological analysis at 8 and 12 weeks. (b) Expression levels of senescence‐related genes (p16, p21, and p53). (c) Representative images of safranin O staining of regenerative tissues at 8 and 12 weeks. (d) Modified Pauli score at 8 and 12 weeks. *p < 0.05.

**FIGURE 6:**
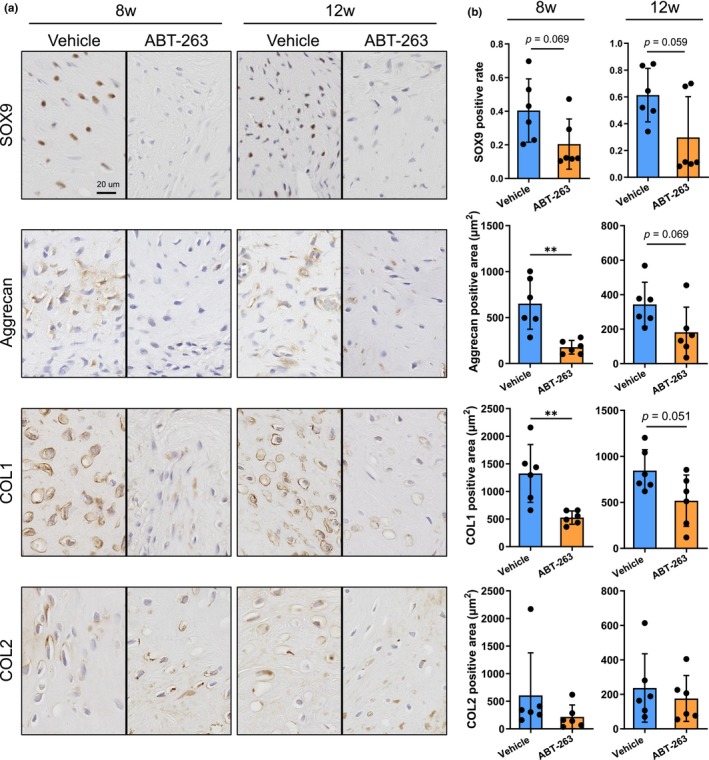
Immunostaining of regenerative tissues. (a) Representative images of SOX9, Aggrecan, COL1, and COL2 at 8 and 12 weeks. (b) Quantification of SOX9‐positive cell rate and positive areas for aggrecan, collagen type 1 (COL1), and collagen type 2 (COL2) at 8 and 12 weeks. *p < 0.05, **p < 0.01.

## 4 DISCUSSION

In this study, we first evaluated the time course of the histological changes during spontaneous repair in a rat pMx model. Regenerative tissues showed deeper staining for safranin O, lower cellularity, and a smoother surface over time, which provided evidence of the self‐healing ability of the rat meniscus. Although no studies have investigated spontaneous repair of the rat meniscus, these observations were similar to the results obtained for spontaneous meniscus repair in mice (Hiyama et al., 2017). At 1 week postoperatively, the regenerative tissue grew from the surrounding synovium, suggesting that SFs are the key players in meniscus regeneration (Kim et al., 2020).

Immunohistochemistry revealed significantly increased p16‐positive areas at 1 week postoperatively in the regenerating tissue of the pMx group compared with the intact and sham groups. SA‐β‐gal staining also showed dark staining in the regenerated tissue with the surrounding synovium. These results clearly indicated that senescent cells were transiently accumulated, especially in the early stages of meniscus regeneration, suggesting a possible regulatory role for these cells in meniscus regeneration. The p16‐positive areas then gradually decreased during the remaining 11 weeks. According to a previous report, macrophages are a major contributor to senescent cell clearance (Elder & Emmerson, 2020). The CD68‐positive area exhibited the same behavior as the p16‐positive area, suggesting that the senescent cells in regenerating tissues may have been removed by macrophages. The slight overlap of the p16 and CD68 signals revealed the presence of a few p16‐positive macrophages; however, most of the p16‐positive cells were not macrophages.

We performed RNA‐seq and analyzed the DEGs specific to pMx versus sham to eliminate the effects of surgical intervention. GO analysis showed the enrichment of genes related to aging in the regenerating tissues of the pMx group. Our observation of upregulated expression of Cdkn2a (p16), together with the immunohistochemistry and SA‐β‐gal staining results, indicated that cellular senescence had almost certainly occurred in regenerative tissues early after the pMx surgery. Extracellular matrix organization‐related and cell proliferation‐related genes were also enriched in the pMx group, and Sox9 expression was common to both groups. Sox9 is an important master transcription factor for chondrocyte differentiation/proliferation and meniscus regeneration (Muhammad et al., 2014; Song & Park, 2020; Yan et al., 2023). Thus, regenerative tissues were expected to be rich in signals essential for tissue regeneration.

The fluorescence staining experiment revealed that the SOX9‐positive cells were surrounded by p16‐positive cells, suggesting that the source of these signals was the senescent cells. We examined this possibility in vitro by first inducing senescence in rat SFs using IL‐1β and TNF‐α to recapitulate the inflammatory environment after the pMx surgery (Huang et al., 2020; Lou et al., 2020). Cells in the IL/TNF group were large and displayed a flattened morphology and dark staining for SA‐β‐gal, all of which are specific features of senescent cells (Muñoz‐Espín & Serrano, 2014). Our further evaluation of the effect of SASP factors on normal rat SFs using CM from the control and IL/TNF groups revealed that IL/TNF‐CM clearly stimulated cell division, cartilaginous ECM synthesis, and chondrogenic gene expression. These data demonstrated that SASP factors released from inflammation‐induced senescent SFs were beneficial for cell proliferation and chondrogenic differentiation of normal SFs. In particular, the upregulation of Sox9 by the treatment with IL/TNF‐CM, taken together with the RNA‐seq and fluorescent staining results, suggested that senescent SFs provoke the expression of Sox9 via SASP factors both in vitro and in vivo.

The link between cellular senescence and SOX9 has been reported to influence the progression of tissue repair/degeneration. For cartilage, SOX9 downregulation drives chondrocyte senescence, thereby contributing to cartilage degeneration or preventing cartilage repair (Ashraf et al., 2016). Conversely, Faleeva et al. showed that SOX9 expression in vascular smooth muscle cells led to vascular aging due to stiffening of the ECM (Faleeva et al., 2024). The role of SOX9 in aging is not consistent and may vary depending on the cell type, microenvironment, and timing. Nevertheless, our results support the critical role of cellular senescence and SOX9 in spontaneous meniscus repair.

Finally, we investigated the importance of senescent SFs in meniscus regeneration by eliminating the SFs with ABT‐263, a senolytic drug that is reported to eliminate senescent SFs (Chang et al., 2016; Miura et al., 2022; Zhu et al., 2016). ABT‐263 was administered from 1 to 4 weeks postoperatively because the p16‐positive senescent cells increased histologically during that period. Quantitative PCR at 2 weeks confirmed decreased expression of senescence markers in the ABT‐263 group, indicating an effective elimination of senescent SFs. The regenerated meniscus was less organized, and the histological scores at both 8 and 12 weeks were significantly lower in the ABT‐263 group than in the untreated group. Consistent with this, the expression of cartilage and meniscus markers (i.e., SOX9, Aggrecan, COL1) was lower in the ABT‐263 group. These results indicated that the inhibitory effects probably arose due to the removal of senescent SFs and a resulting inadequate exposure to SASP factors. Thus, the transient accumulation of senescent cells and consequent short‐term SASP release are considered very important for spontaneous repair of the rat meniscus.

Eliminating senescent cells with ABT‐263 was detrimental in the present study; however, this elimination was reported as beneficial in a rat osteoarthritis model, thereby highlighting the dual nature of cellular senescence (Yang et al., 2020). However, in our study, cartilage degeneration scores were not improved by the ABT‐263 treatment. Two possible reasons may explain this discrepancy. One is that our duration of ABT‐263 administration was limited to 1–4 weeks postoperatively, whereas senolytic drugs are known to require continuous administration to exert and maintain their effects. The second reason is that ABT‐263 delayed meniscus structural reconstruction. Because the structure and function of the meniscus are crucial for cartilage protection, the inhibition of meniscus regeneration by ABT‐263 would accelerate cartilage degeneration.

New possibilities for the treatment of meniscus injury emerge from the results of this study. According to our data, inducing the transient accumulation of senescent cells will be a key solution for human meniscus regeneration. For example, treatments could include transplantation of senescent cells and their removal at an appropriate time or the injection of SASP factors derived from senescent cells to activate SFs and induce meniscus healing. The realization of this senescent cell strategy will require further research to unveil the underlying mechanisms.

One major limitation of this study is that we did not identify a specific SASP factor responsible for mediating the activation of SFs. Since we performed bulk RNA‐seq, we could only analyze gene expression changes at the tissue level. Another major limitation was that senescent cells may have different properties in vivo and in vitro (Yagi et al., 2023). These factors will be better understood by conducting RNA‐seq experiments on single cells to assess individual cell states and cell–cell communication in in vivo experiments.

In conclusion, this study investigated the role of cellular senescence in the spontaneous repair of the rat meniscus. Senescent cells transiently accumulated in the regenerating tissue in the early phase after the pMx surgery. Genes related to aging, ECM synthesis, and cell proliferation were highly expressed in the regenerating tissue. SASP factors from senescent SFs promoted the in vitro proliferation and chondrogenesis of normal rat SFs. Selective elimination of senescent SFs with ABT‐263 retarded the spontaneous in vivo meniscus regeneration. Collectively, our results indicated that transient senescent cell accumulation and SASP contributes to the spontaneous repair of the rat meniscus and will provide a novel strategy for meniscus regeneration based on cellular senescence.

## AUTHOR CONTRIBUTIONS

Y. A. provided ideas, performed experiments, and wrote the manuscript. K. E. designed the study, provided ideas, performed experiments, organized the data, and completed the manuscript. I. S. provided ideas and revised the manuscript. All authors read and approved the final manuscript.

## FUNDING INFORMATION

This work was supported by a TMDU priority research areas grant, the Japan Society for the Promotion of Science (JSPS) KAKENHI (22 K16708), and a Takeda Science Foundation grant to Kentaro Endo and by funding from the Japan Agency for Medical Research and Development (JP22gm0010009) to Ichiro Sekiya.

## CONFLICT OF INTEREST STATEMENT

The authors declare no conflicts of interest.

## Supporting information

Data S1.

Data S2.

## Data Availability

The datasets generated and analyzed during the current study are available from the corresponding author on reasonable request. All RNA sequencing datasets were deposited in the National Center for Biotechnology Information's Gene Expression Omnibus with accession number GSE268970.

# Supplementary material for: Cellular senescence contributes to spontaneous repair of the rat meniscus
**Source:** Aging Cell. 2024 Oct 22;24(2):e14385. doi: 10.1111/acel.14385
**Supplement:** Supplementary file 1 — Data S1.

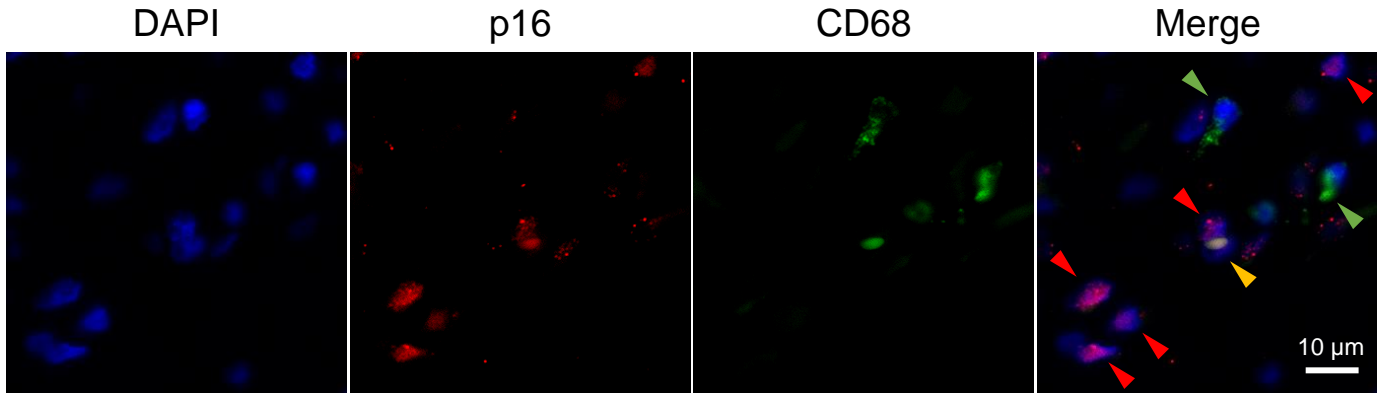

**Supplementary Fig. 1** Representative images of p16 and CD68 fluorescence staining of regenerating tissue. Red arrowheads, p16<sup>+</sup>CD68<sup>-</sup> cells; green arrowheads, p16<sup>-</sup>CD68<sup>+</sup> cells; yellow arrowheads, p16<sup>+</sup>CD68<sup>+</sup> cells.

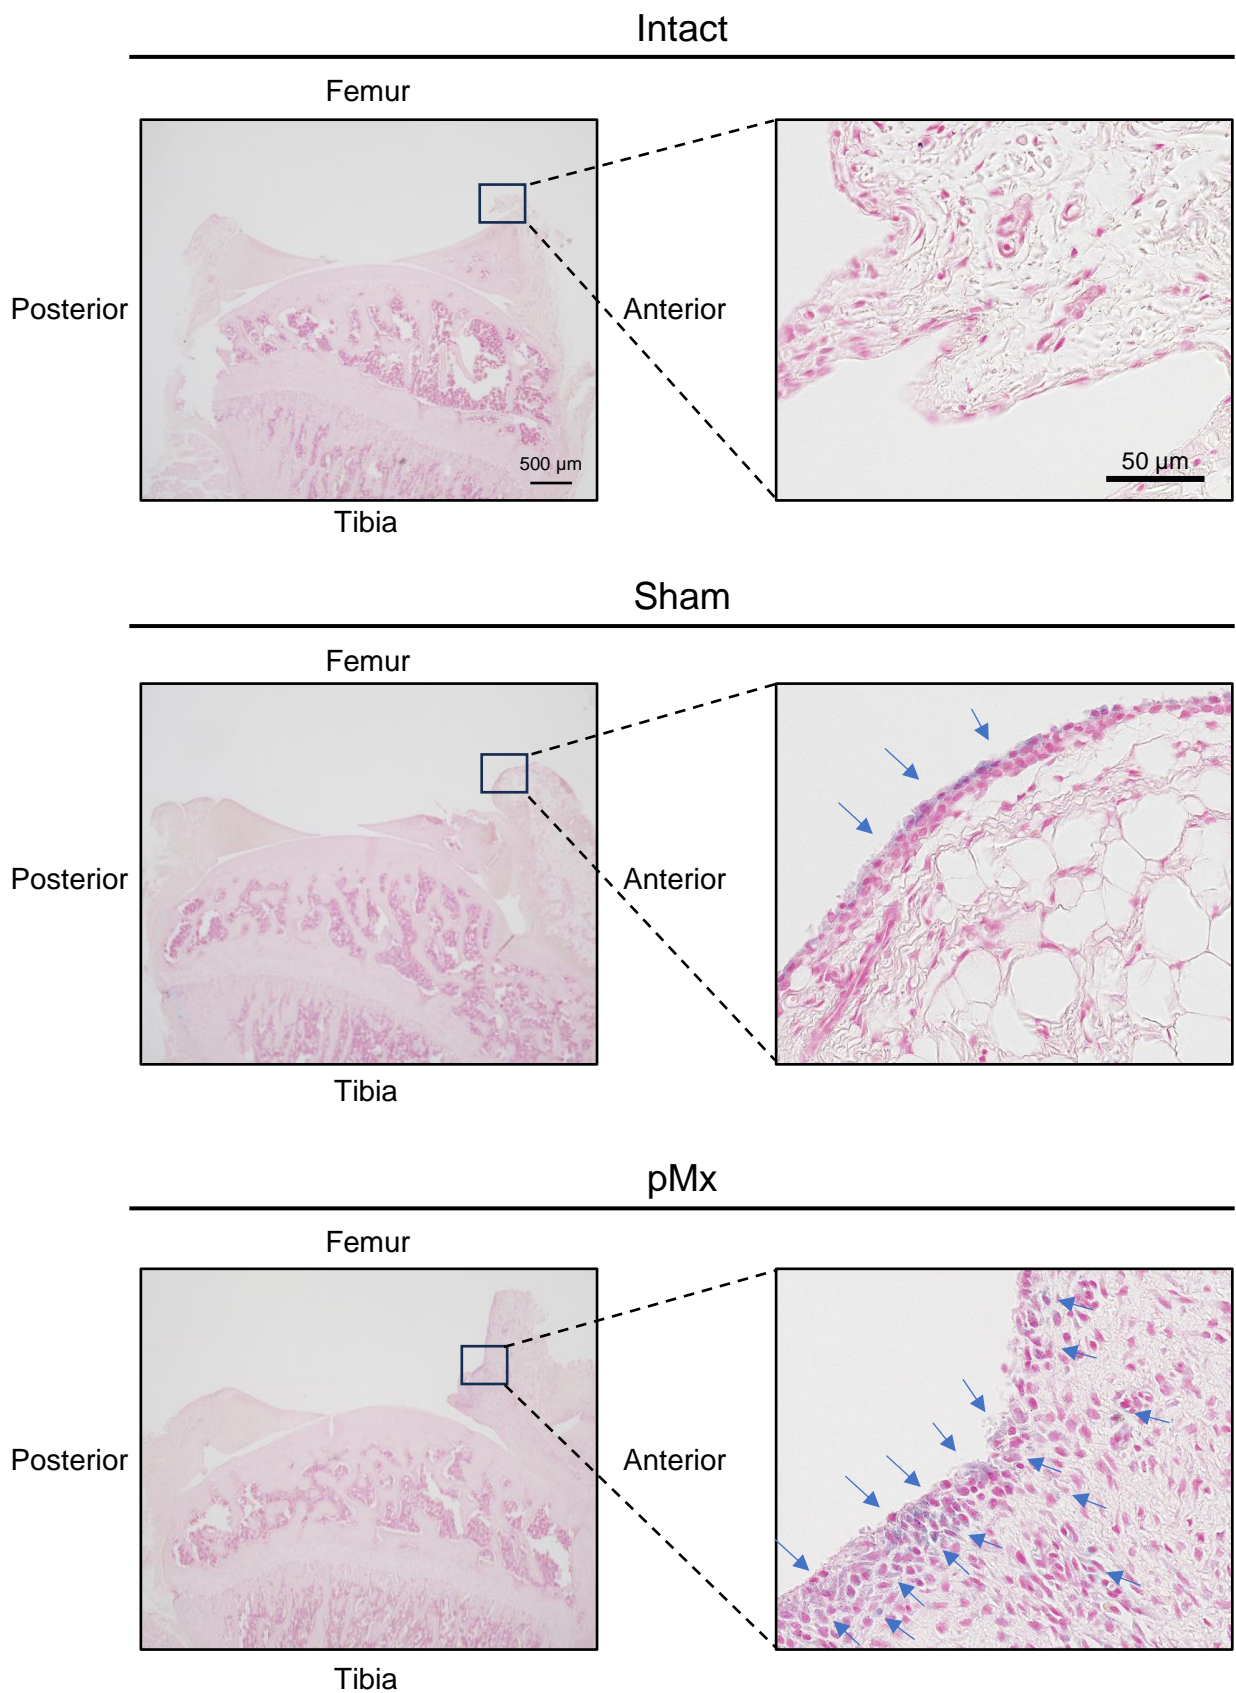

**Supplementary Fig. 2** Histological evaluation of knees after SA- $\beta$ -gal staining. Arrows indicate SA- $\beta$  gal-positive cells. pMx, partial medial meniscectomy.

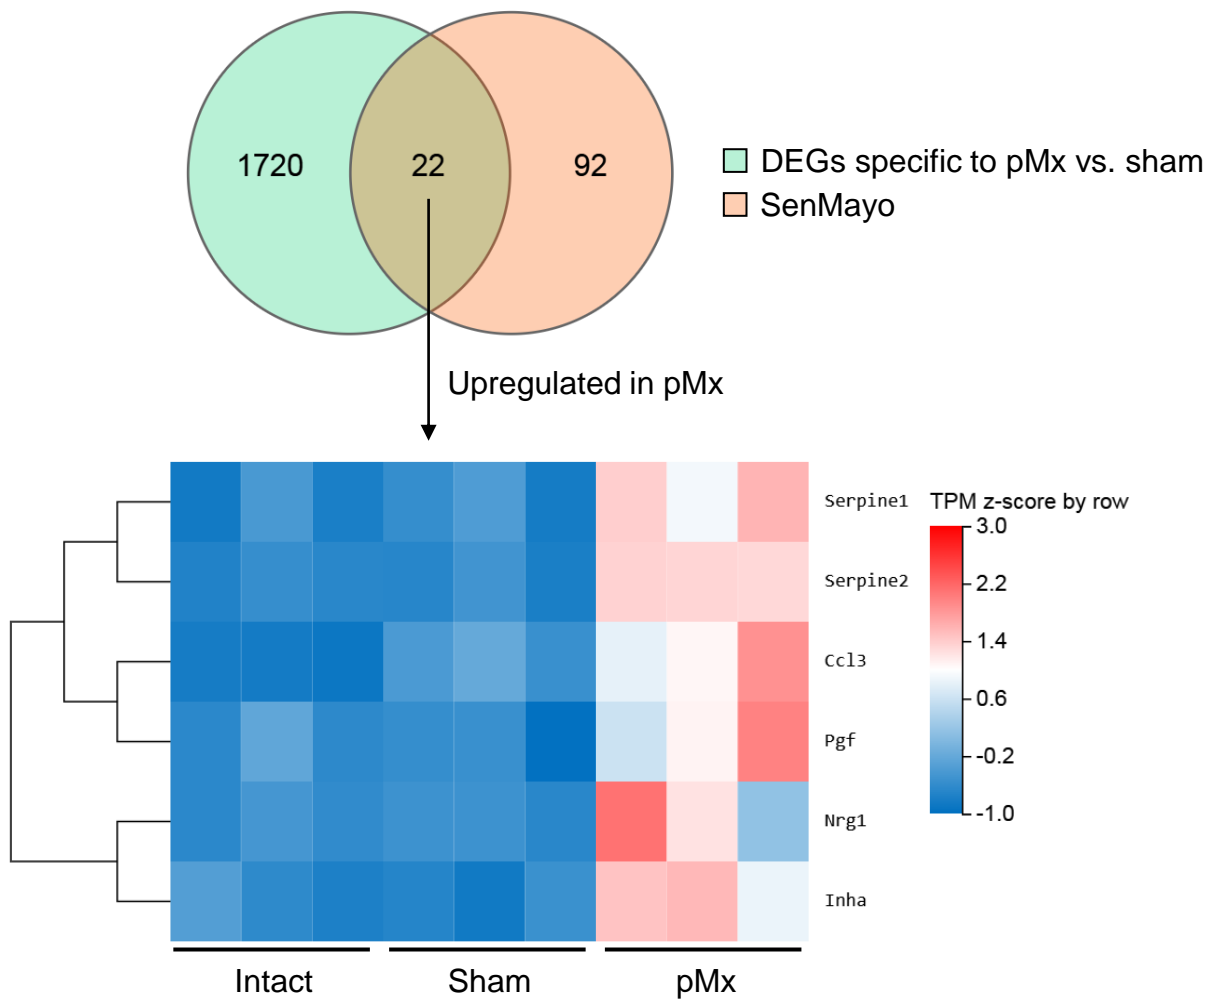

**Supplementary Fig. 3.** Venn diagram of differentially expressed genes (DEGs) specific to partial medial meniscectomy (pMx) vs. sham and SenMayo. Heatmap shows overlapping genes whose expression was upregulated in pMx.

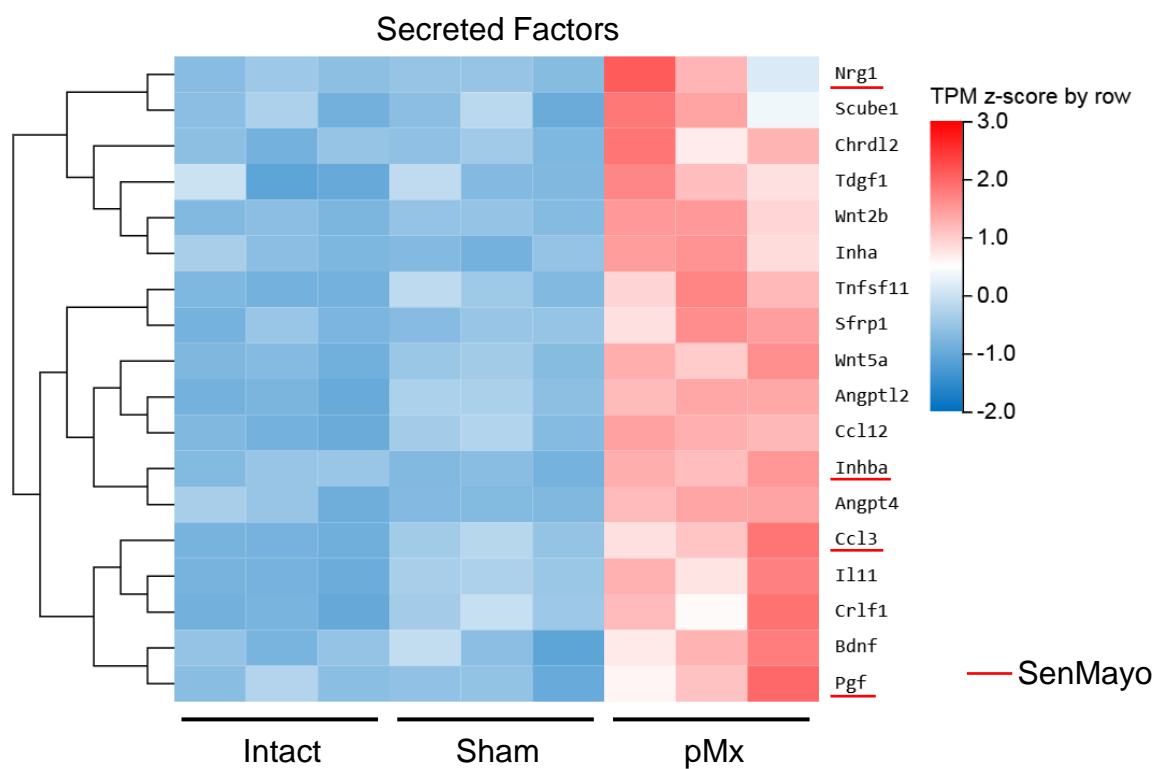

**Supplementary Fig. 4** Heatmap of genes coding secreted factors upregulated in the pMx group. Red underlines indicate genes that overlap with SenMayo genes.

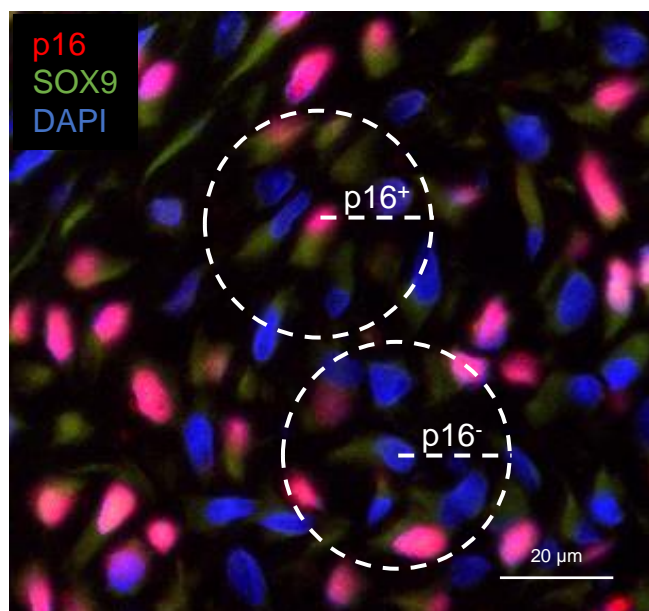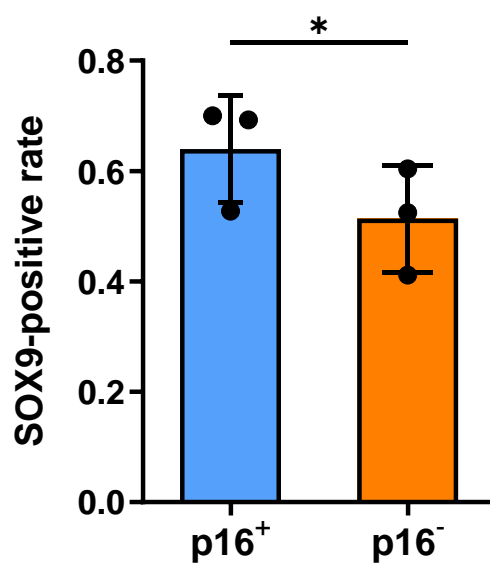

**Supplementary Fig. 5.** Quantification of the SOX9-positive rate in cells within a 20 μm radius of p16-positive (senescent) and p16-negative (non-senescent) cells. Three knees were evaluated and the p-value was determined using the paired t test.

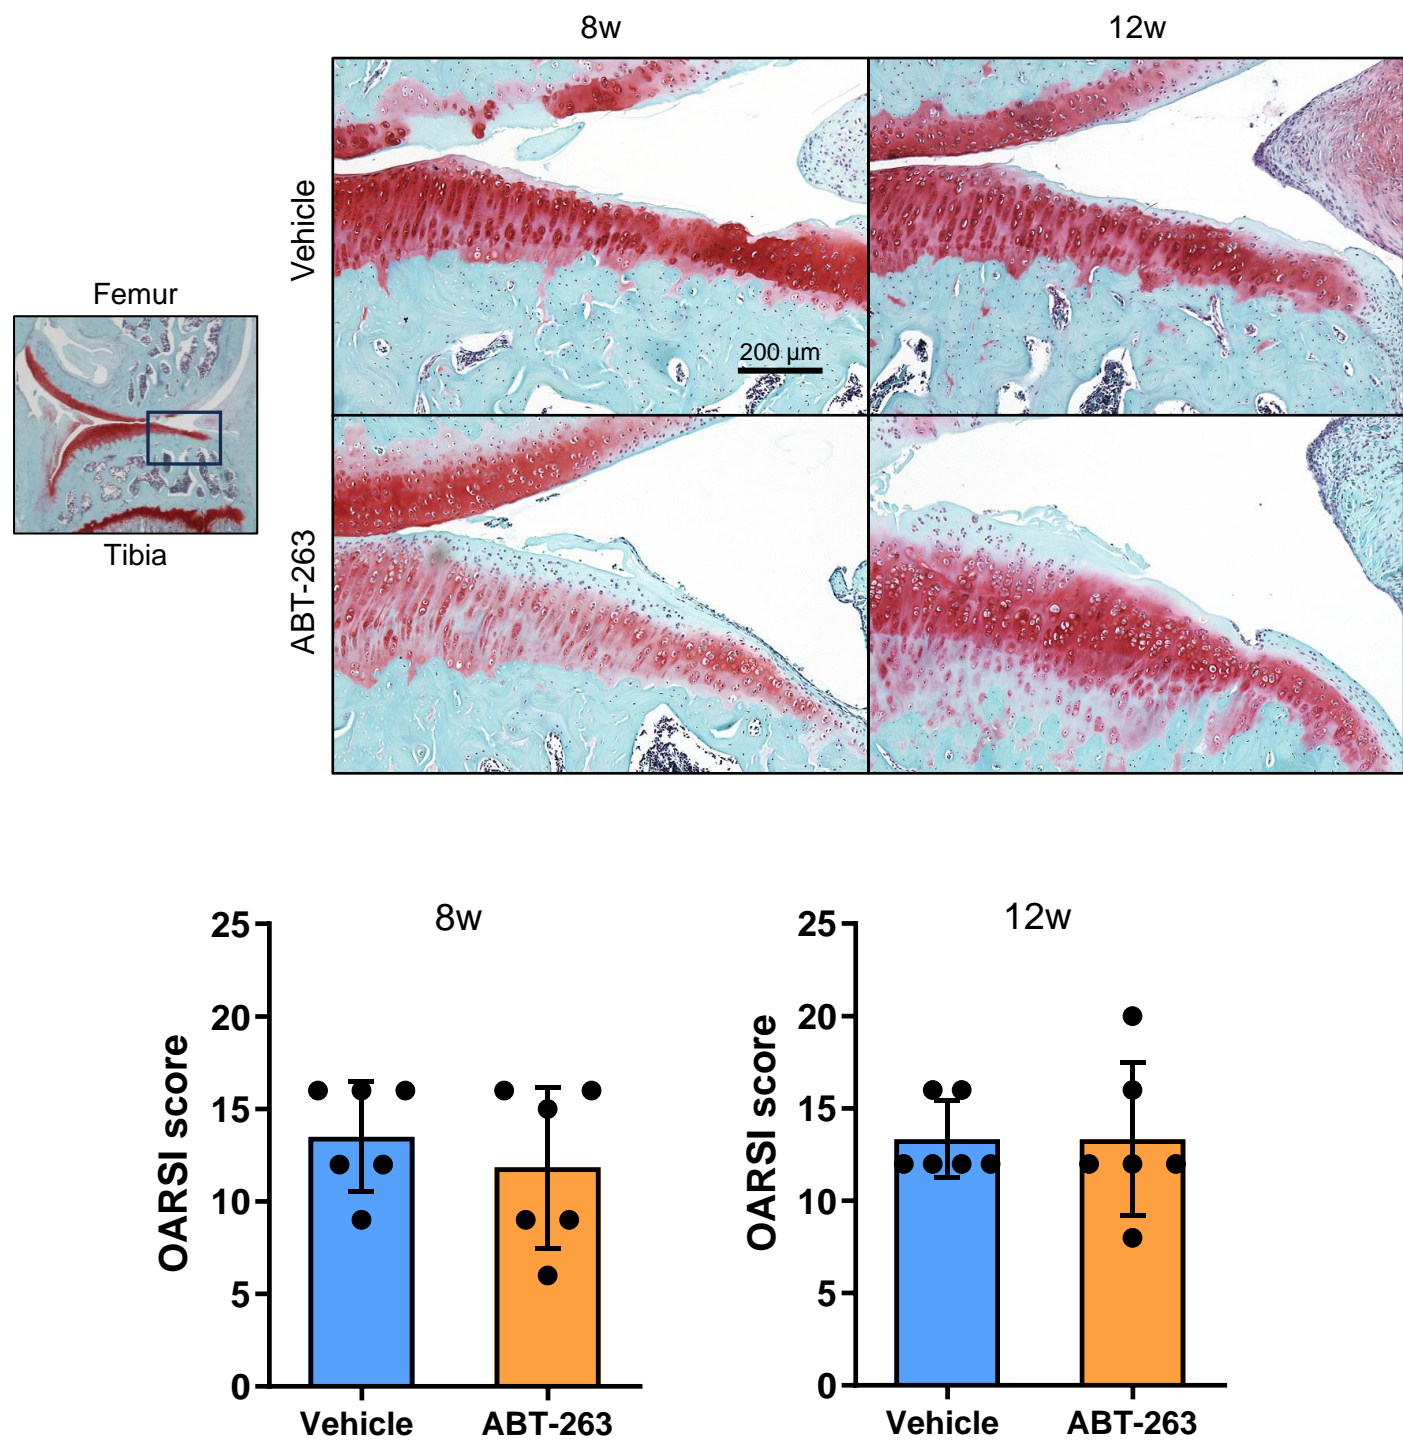

**Supplementary Fig. 6** Histological assessment and Osteoarthritis Research Society International (OARSI) scores of the medial tibial plateau cartilage.

# Supplementary material for: Cellular senescence contributes to spontaneous repair of the rat meniscus
**Source:** Aging Cell. 2024 Oct 22;24(2):e14385. doi: 10.1111/acel.14385
**Supplement:** Supplementary file 2 — Data S2.

**Supplementary table 1** Criteria and scores for histological assessment of regenerated menisci (Modified Pauli’s Score, A:3, B:2, C:1, D:0)

| I. Surface including lamellar layer:  I–I. Femoral side:  A Smooth  B Slight fibrillation or slightly undulating  C Moderate fibrillation or markedly undulating  D Severe fibrillation or disruption  I–II. Tibial side  A Smooth  B Slight fibrillation or slightly undulating  C Moderate fibrillation or markedly undulating  D Severe fibrillation or disruption  I–III. Inner border  A Smooth  B Slight fibrillation or slightly undulating  C Moderate fibrillation or markedly undulating  D Severe fibrillation or disruption |
| --- |
| II. Cellularity of meniscal cell  A Normal cell distribution  B Moderately normal cell distribution  C Hypercellularity or hypocellularity  D No meniscal cells |
| III. Collagen fiber organization  A Collagen fibers well organized, no separations or tears  B Collagen fibers moderately organized, slight separations or tears  C Collagen fiber unorganized, moderate separations or tears  D Collagen fiber unorganized, severe separations or tears |
| IV. Matrix staining (safranin-O)  A Well stained like normal meniscus  B Moderately stained  C Slightly stained  D No stain |

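The RNA integrity number (RIN) grades how intact the RNA is before sequencing. In the paper's values, the RIN was 6.63 ± 0.0577 in the intact group, 7.13 ± 0.115 in the sham group and 8.47 ± 0.321 in the pMx group (SD, n = 3 each), and the ranges of the groups did not overlap. The paper's RNA concentrations were 125 ± 41.2, 389 ± 144 and 714 ± 119 ng/μL in the same order (SD, n = 3 each). For both measures, pMx differed from sham and sham from intact by as much as 3 samples against 3 can show (two-sided exact permutation test, p = 0.1, the smallest that this design allows). In the deposited TPM of the same samples, the number of genes above 0 TPM was 15938 ± 25.6 in the intact group, 16096 ± 26.1 in the sham group and 15730 ± 77.2 in the pMx group (SD, n = 3 each). The 10 genes with the highest TPM took up 8.65% ± 0.456, 8.31% ± 0.229 and 10.7% ± 0.182 of the total (SD, n = 3 each). RIN followed the groups completely, so its effect on the TPM values and that of the group cannot be told apart from these libraries.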

**Supplementary table 2** Quality of RNA used for RNA-seq.

| Sample | Concentration  (ng/μL) | Volume  (μL) | Total Mass  (μg) | RIN | 28S/18S |
| --- | --- | --- | --- | --- | --- |
| Intact_1 | 134 | 12 | 1.61 | 6.6 | 1.1 |
| Intact_2 | 80 | 12 | 0.96 | 6.6 | 0.9 |
| Intact_3 | 161 | 12 | 1.93 | 6.7 | 1.3 |
| Sham_1 | 286 | 12 | 3.43 | 7.2 | 1.2 |
| Sham_2 | 554 | 12 | 6.65 | 7 | 1 |
| Sham_3 | 328 | 12 | 3.94 | 7.2 | 1.4 |
| pMx_1 | 851 | 12 | 10.21 | 8.1 | 1.3 |
| pMx_2 | 662 | 12 | 7.94 | 8.7 | 1.5 |
| pMx_3 | 630 | 12 | 7.56 | 8.6 | 1.4 |

How the deposited data were processed for this re-analysis (not part of the article)

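RNA sequencing was done on synovium around the medial meniscus of intact rat knees, on the same tissue 1 week after sham surgery and on regenerating tissue 1 week after pMx surgery, with 3 libraries in each group. Samples were assigned to groups and replicate numbers from their titles, and RNA quality values were taken from Table S2. The pairing of same-numbered libraries comes only from those replicate numbers; the methods do not state that same-numbered samples share an animal.

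The authors deposited a table of TPM values, which BGI and the authors computed from the reads and processed in Dr. Tom. TPM values are scaled by transcript length and to a fixed total of 1000000 per library, so a large increase in a few genes lowers the values of the others. The aligner, the counting tool, the genome build, the annotation and any filter are not named in the paper's text. The paper gives its DEG thresholds (absolute log2 fold change above 1 and Q value below 0.05) but not the test behind them. The depth of the libraries is unknown, because TPM values keep no read numbers, so the precision given here is the spread between the 3 replicates of a group. All 9 columns of per-sample values were mapped to samples, and 17419 of the 17602 gene identifiers (99.0%) were found in a RefSeq gene table of the rat assembly GRCr8. That table was used for names only. No genomic positions are given, since the build behind the deposited values is not named.

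From the deposited TPM, log2(TPM + 1) was computed for the 16512 genes above 0 TPM in at least 3 libraries. Group means were fitted over all 9 libraries in limma 3.58.1 under R 4.3.3 (lmFit, contrasts.fit and eBayes with a mean-variance trend), with Benjamini-Hochberg adjustment for each comparison. All 9 libraries share 1 estimate of the spread because 3 libraries per group give few degrees of freedom. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1. Gene lists written before the values were examined were tested with limma's camera at an inter-gene correlation of 0.01, adjusted over the lists of a comparison. They covered adipocytes, skeletal muscle, nerve, endothelium, macrophages, synovial lining, fibrocartilage, cell cycle, cholesterol synthesis and a SenMayo list written from general knowledge, together with the collagen-coding genes. A short list of senescence genes was described gene by gene. The genes that Fig. 3d, Fig. S3 and Fig. S4 label were read from the images and described as lists, without a set test, because the paper labeled them for being upregulated. Permutation tests were run in SciPy 1.17.1, and figures were drawn with Matplotlib 3.10.9.

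The calculation was tested on simulated data of 16512 genes, of which 200 were changed by 2 on the log2 scale. It called 98.5% of the changed genes and 2 unchanged genes. The changed genes were drawn only from those above a set mean expression, with noise drawn independently for each gene. The share called therefore does not apply to genes near 0 TPM or to smaller changes.

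The genes named in the text were set before the data were examined. They are the genes that the paper names in its results on sequencing, in Fig. 3d, Fig. S3, Fig. S4 or in its qPCR and immunostaining, the genes of the lists above, and for each comparison the 5 DEGs with the largest increase and the 5 with the largest decrease among those whose groups did not overlap. Hbb, Hba-a2 and the other genes said to be chosen later fall outside this rule. Some genes that the rule covers are not reported here.

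The alternatives set before the data were examined were pseudocounts of 0.1 and 0.01, a minimum mean of 1 TPM, no filter, median-of-ratios rescaling, quantile normalization, a fit on the 6 libraries of a comparison, eBayes without the trend or with robust settings, the replicate number as a block, adjusted p alone, an adjusted p below 0.01, an estimated inter-gene correlation and leaving out each library in turn. A skeletal muscle score as a covariate was added after the data were seen. GO enrichment was left out because no GO annotation was used here. Immunostaining, qPCR and cell culture measurements were not analysed here.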

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

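The tests of the adipocyte-related genes among the intact libraries, of RNA integrity within the pMx group, of a few genes taking more of the TPM, and of skeletal muscle RNA were chosen only after the results they bear on were seen. All other tests, and the gene lists, were set before the data were examined.

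The paper's text gives no number of DEGs for pMx versus intact, although its methods state that DEGs were determined between each group. Here this comparison gave 2360 DEGs, 1057 higher and 1303 lower in the pMx group. Of the 10 splits of the 6 libraries into groups of 3, 4 part all same-numbered pairs, and 1 of these 4, the real split, gave as many DEGs; no other split gave more than 1. For pMx versus sham (1355 DEGs) and sham versus intact (323 DEGs) it was likewise 1 of 4, and the other splits that part all pairs gave 0. Splits other than these 4 keep some same-numbered pairs together. With so few splits, chance cannot be ruled out this way. The other splits also mix libraries of the real groups, which widens the spread in the fit, so few calls were likely in advance. A simulated comparison with no change made gave 1 call. Its noise was drawn independently for each gene, so it does not cover deviations that many genes of a library share. The groups compared differ in tissue, in surgery and in RIN at once. If RIN drove fold changes, the genes that rise with RIN between the pMx libraries were taken to be those that rise from intact to sham, but the correlation across genes was -0.0291 (Spearman). The RIN values of the pMx libraries span a narrow range and do not overlap those of the other groups, so the fold changes cannot be told apart from an effect of RNA integrity. The comparison is therefore given as a count, without an explanation.

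Adipocyte genes, which the paper does not discuss, were lower in pMx than in sham, with a median log2 fold change of -3.81 over 17 genes, all 17 of them DEGs and lower in every pMx library than in any sham library. As a set the list was lower by camera (adjusted p = 5.40e-11, and from 1.15e-11 to 3.63e-10 over 6 alternatives that kept the assumed inter-gene correlation, 3.63e-10 being that with the replicate block). With the correlation estimated from the residuals the adjusted p was 0.326, so the result rests on the assumed correlation. A list of Schwann cell genes was also lower (median -1.39, 16 of 16 genes lower, adjusted p = 3.40e-09, 2.17e-08 with the replicate block and 0.326 with the estimated correlation). A skeletal muscle list was not (adjusted p = 0.927). These set tests describe which genes are lower and do not separate less of a tissue from lower expression in it. Of the 801 DEGs lower in the pMx group, 14.7% were more than 1 log2 unit lower in intact replicate 3 than in intact replicate 1, which have the least and the most Adipoq of the intact group, against a median of 1.87% and a maximum of 3.87% in 10000 random gene lists matched on mean expression. Intact replicate 3 also held skeletal muscle RNA, so this pair of libraries differs in more than adipose tissue. A few genes taking more of the TPM in the pMx group was tested by median-of-ratios rescaling, after which 99.5% of the 801 genes were still called lower. This rescaling moved the values little (median log2 fold change of all genes -0.0099 before and -0.0072 after), so the calls had little room to change. Quantile normalization left 728 DEGs lower in the pMx group. A candidate explanation for part of the genes lower in the pMx group is that the synovium samples held fat and nerve which the regenerating tissue lacked. RIN also rises from intact to sham, and the adipocyte list did not fall there (median 0.58, 15 of 17 genes higher, adjusted p = 0.0593, and 0.0570 with the replicate block). This speaks against RIN as the source of the fall in adipocyte genes, although it is no direct test of it. The nerve list did fall from intact to sham (median -0.37, 15 of 16 genes lower, adjusted p = 0.00173, and 0.00356 with the replicate block), so for nerve genes RIN is not excluded in this way. A difference in tissue content cannot be told apart from lower expression within the same cells.

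Cell cycle genes outside those of Fig. 3d were higher in pMx than in sham, with a median log2 fold change of 1.50 over 24 genes, all with a positive log2 fold change and 18 of them DEGs. As a set the list was higher by camera (adjusted p = 1.43e-13, and 2.17e-12 with the replicate block). The adjusted p ranged from 2.47e-13 to 4.20e-12 over 6 alternatives with the assumed inter-gene correlation and was 0.326 with the estimated one. The same list had in sham versus intact a median of 0.93 (adjusted p = 1.15e-16, 5.31e-15 with the replicate block and 0.400 with the estimated correlation). Rescaling by median of ratios left 558 DEGs higher in the pMx group against 554. A few genes taking more of the TPM would lower the other genes, so this count does not bear on why genes are higher. The set test restates that these genes are higher and is no separate evidence for its cause. More dividing cells after surgery is a hypothesis that was not tested apart from it, and it cannot be told apart from the RIN difference between the groups.

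Cholesterol synthesis genes were higher in pMx than in sham, with a median log2 fold change of 0.73 over 24 genes, 22 with a positive log2 fold change and 6 of them DEGs; Fig. 3d labels Mvd, a gene of this list, under cell proliferation. The list was higher as a set by camera, which describes the increase and not its cause (adjusted p = 2.12e-07, and 2.67e-07 with the replicate block). It ranged from 9.10e-08 to 1.17e-06 over 6 alternatives with the assumed inter-gene correlation and was 0.326 with the estimated one. The median in sham versus intact was 0.04 (adjusted p = 0.0870), and the difference between the comparisons was not tested. Whether the increase is a response of the regenerating tissue, a matter of its cell types or of RNA integrity cannot be told apart with these groups.

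The paper sets aside the DEGs shared with sham versus intact, and 135 of these 206 genes were higher in both comparisons, that is, rising from intact to sham and again to pMx. Because both comparisons use the sham libraries, noise in those libraries would push shared genes in opposite directions. Instead 93.2% changed in the same direction (from 78.0% to 96.6% with each library left out in turn, the lowest without intact replicate 1). Noise in the shared libraries is therefore not a sufficient explanation. A hypothesis is that part of the response to surgery is also part of the regenerating tissue, in which case setting these genes aside removes them; the RIN, which rises in the same order of groups, is another candidate explanation that these libraries cannot exclude.

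In intact replicate 3, the 18 genes of the skeletal muscle list took up 6.29% of the TPM, against 0.0108% and 0.0401% in intact replicates 1 and 2. In sham replicates 1 to 3 they took up 0.206%, 0.455% and 0.0418%, and in pMx replicates 1 to 3 0.395%, 0.463% and 0.0134%. Acta1 was at 14307 TPM in intact replicate 3 and at 12.62 TPM in intact replicate 1. The amount did not follow the groups. Skeletal muscle RNA in some libraries was tested as the reason why same-numbered pMx and sham libraries deviate together: once the muscle score was removed from each gene, their mean correlation fell from 0.30 to 0.0539. For sham with intact it went from -0.30 to 0.26, and for pMx with intact from -0.49 to 0.36, so removing the score did not bring those near 0. When the 3698 genes that track the muscle score were left out instead, the correlations were -0.0295, 0.0633 and 0.0429 in the same order, all near 0. Those genes were picked by their deviations in the same libraries, so part of this fall could follow from the choice. A few muscle fibers in some of the dissected samples are a candidate source. No biological explanation was tested, since the design holds no condition that follows these libraries.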

How the results depend on the processing

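With the minimum mean of 1 TPM, no filter, median-of-ratios rescaling, quantile normalization, the fit on 6 libraries, eBayes without trend or with robust settings and the replicate block, the numbers of DEGs of pMx versus sham, sham versus intact and pMx versus intact, of shared and pMx-specific DEGs and of collagen genes among the latter all stayed within 1.5 times their reported values. So did they with the skeletal muscle covariate, an alternative chosen after seeing the data (1371, 369 and 2417 DEGs, 226 shared and 1145 pMx-specific). With the replicate block there were 1343, 297 and 2350 DEGs, 190 shared and 1153 pMx-specific, and 10 collagen genes.

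The pseudocount moved the counts further. With 0.1 there were 2229 DEGs in pMx versus sham, 612 in sham versus intact, 397 shared and 1832 pMx-specific. With 0.01 there were 2303, 603 and, in pMx versus intact, 3662 DEGs, 376 shared, 1927 pMx-specific and 16 collagen genes among the last. Of the 1355 reported DEGs of pMx versus sham, 1349 and 1336 were also called with these pseudocounts. With the adjusted p alone there were 6046, 2097 and 8350 genes, 1398 shared, 4648 pMx-specific and 18 collagen genes. With an adjusted p below 0.01 there were 190 DEGs in sham versus intact and 130 shared. For the pseudocounts the cause was not tested; a smaller pseudocount gives low genes larger fold changes by construction. Quantile normalization moved the share of DEGs higher in pMx versus sham from 40.9% to 46.5%.

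Across the 9 fits that each left out a library, there were from 1222 to 1448 DEGs in pMx versus sham, from 193 to 423 in sham versus intact and from 2301 to 2422 in pMx versus intact. Shared DEGs ranged from 128 to 245, pMx-specific DEGs from 988 to 1320, collagen genes among these from 7 to 14, and the share of shared DEGs with the same direction from 78.0% to 96.6%. That share was between 89.8% and 94.7% under the other alternatives tried for it.

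When camera estimated the inter-gene correlation from the residuals, no gene list passed the threshold of 0.05. In pMx versus sham this applied to the adipocyte (median log2 fold change -3.81), nerve (-1.39), synovial lining (-0.94), cell cycle (1.50), cholesterol synthesis (0.73) and collagen (0.53) lists, with adjusted p-values from 0.326 to 0.506. For sham versus intact it applied to the nerve (-0.37), endothelial (-0.48), macrophage (0.60), synovial lining (-0.69), cell cycle (0.93) and collagen (0.36) lists, with adjusted p-values from 0.400 to 0.437. The cause was not tested.

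The lists in this paragraph, which changed sign or gained a call, were not significant in the main setting. In sham versus intact, the skeletal muscle median was 0.15 and 0.18 with pseudocounts of 0.1 and 0.01, the SenMayo median -0.0020 with the minimum mean of 1 TPM and the fibrocartilage median -0.0055 with quantile normalization, while the cholesterol synthesis list passed the threshold with quantile normalization (median 0.080, adjusted p = 0.0316; its other alternatives with the assumed correlation went up to 0.0938). In pMx versus sham, the SenMayo median was 8.77e-04 with median-of-ratios rescaling and 0.017 with quantile normalization. Across the fits that each left out a library, the medians in pMx versus sham ranged from -1.04 to 1.42 for skeletal muscle, from -0.036 to 0.032 for SenMayo and from -0.30 to -0.11 for endothelial genes. In sham versus intact they ranged from -1.60 to 2.58 for skeletal muscle, from -0.019 to 0.070 for SenMayo, from -0.086 to 0.11 for fibrocartilage, from 0.15 to 0.99 for adipocyte and from 0.0019 to 0.15 for cholesterol synthesis genes. Some of these fits passed the threshold of 0.05: endothelial genes in pMx versus sham without pMx replicate 3 (adjusted p = 0.0302), and in sham versus intact adipocyte genes without intact replicate 1 (5.74e-05), skeletal muscle genes without intact replicate 3 (1.22e-04) and cholesterol synthesis genes without intact replicate 2 or sham replicate 3 (0.0138 in the latter).

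Of the genes named, Col2a1 in pMx versus sham had a log2 fold change of 0.20 and 0.35 with pseudocounts of 0.1 and 0.01 and of 0.10 with quantile normalization, against -0.06. In sham versus intact, quantile normalization gave -0.025 for Cdkn2a, 0.014 for Serpine2, -0.026 for Nrg1 and -0.014 for Bdnf, median-of-ratios rescaling gave 0.018 for Serpine2, and pseudocounts of 0.1 and 0.01 gave -0.026 and -0.48 for Bdnf. With a library left out, signs also changed in pMx versus sham for Col2a1 (-0.37 to 0.39), Prg4 (-0.022 to 0.32), Cck (-0.092 to 0.11) and Camp (-0.56 to 0.11). In sham versus intact they changed for Cdkn2a (-0.19 to 0.17), Cdkn2b (-0.029 to 0.26), Serpine2 (-0.16 to 0.13), Nrg1 (-0.028 to 0.051), Bdnf (-0.035 to 0.040), Col2a1 (-1.42 to 0.47), Fgfr2 (-0.072 to 0.27) and Garem1 (-0.11 to 0.039). None of these was a DEG in that comparison. Over the named genes of both comparisons, 6 calls were lost and 45 gained across the pseudocounts, median-of-ratios rescaling, quantile normalization, eBayes without trend and the replicate block. With a library left out, 23 were lost and 23 gained. The other alternatives were not counted for single genes. The replicate block cost Tfrc its call in pMx versus sham (adjusted p = 0.0769 from limma), and so did 6 of the 9 fits that each left out a library.

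A count model was not run, because the deposited values are TPM. The depth of the libraries is unknown, which limits statements on genes near 0 TPM.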

Differences from the paper's values

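The paper reports 2147 DEGs in pMx versus sham, and 1355 were found here. Among the alternatives set before the data were examined, the pseudocounts of 0.1 (2229) and 0.01 (2303) and the fit without sham replicate 2 (1448) came within 1.5 times the paper's number; the others did not.

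For sham versus intact the paper reports 607 DEGs, against 323 here. The pseudocounts of 0.1 (612) and 0.01 (603) and the fit without intact replicate 1 (423) came within 1.5 times the paper's number, and no other alternative did.

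The paper gives 405 DEGs in common, against 206 here. Only the pseudocounts of 0.1 (397) and 0.01 (376) came within 1.5 times the paper's number among all alternatives tried.

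The paper's number of DEGs of pMx versus sham not shared with sham versus intact is 1742, against 1149 here. The pseudocounts of 0.1 (1832) and 0.01 (1927), the fit on the 6 libraries of a comparison (1218) and the fits without intact replicate 2 (1183), intact replicate 3 (1163), sham replicate 1 (1206), sham replicate 2 (1320) and pMx replicate 2 (1177) came within 1.5 times the paper's number; the others did not.

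The legend of Fig. 3 calls the genes left after this exclusion upregulated in the pMx group. Here 730 of the 1149 genes were lower in the pMx group and 419 higher, and across the alternatives with a fold-change threshold, leaving out libraries included, the share of higher genes was at most 42.9%, with quantile normalization. With the adjusted p alone it was 48.7%.

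The paper's figures label genes as upregulated specifically in the pMx group, and 21 of those matched here were not DEGs of pMx versus sham alone in the main setting. Ccl12 was also a DEG in sham versus intact (log2 fold change 1.14, adjusted p = 0.0311 from limma); it was called for pMx alone with an adjusted p below 0.01, with the fit on 6 libraries, and without any library other than intact replicate 1 or sham replicate 3. The remaining genes fell short of a threshold in pMx versus sham. With a pseudocount of 0.01, 18 of the 21 genes were called for pMx alone, which are Adamts3, Adamts6, Atp8a2, Bdnf, Bmpr1b, Cdca7l, Col25a1, Cyp27b1, Fgfr2, Foxf2, Garem1, Has2, Lexm, Mvd, Npy5r, Nrg1, Pkhd1 and Rxfp1. With a pseudocount of 0.1, 14 of the 21 were called, the same genes except Col25a1, Mvd, Pkhd1 and Rxfp1. With the adjusted p alone, 17 were called, the genes listed for 0.01 except Cdca7l and Pkhd1, and Fbxo5 (log2 fold change 0.87) in addition. Quantile normalization called 5, Adamts6, Bmpr1b, Cdca7l, Fgfr2 and Nrg1. Leaving out a library called 0 to 4 genes (0 without intact replicate 1), among them Adamts6, Bmpr1b, Cdca7l, Ccl12, Fgfr2, Has2, Mvd and Nrg1. Lef1 (log2 fold change 0.54, adjusted p = 0.116 from limma) was called under no setting tried.

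Fig. S3 shows Nrg1 among the SenMayo genes upregulated in the pMx group; its log2 fold change here was 0.93, below the threshold. In the SenMayo list used here, which was not checked against the published set, Mmp3 (log2 fold change 1.68, adjusted p = 0.00179 from limma) was instead among the higher genes, and Fig. S3 does not label it. Quantile normalization called all 6 genes of Fig. S3 for pMx alone.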

Other observations

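All tests in this part were set before the data were examined, except that genes said to be chosen later were picked after their values were seen.

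The recalled SenMayo list did not rise as a set in pMx versus sham. Higher senescence-associated secretory expression of the whole list was tested with camera, and the adjusted p was 0.927 (0.963 with the replicate block and from 0.707 to 0.975 over 6 alternatives with the assumed inter-gene correlation). The median log2 fold change of the 107 genes was -0.0040, with 52 genes above 0 and 55 below. DEGs were found in both directions, 9 higher and 14 lower in the pMx group. The largest increases were those of Mmp12, Mmp13 and Serpine2 (2.60, 2.60 and 1.88), and the largest decreases those of Ccl24, Fgf1 and Igfbp5 (-3.38, -2.16 and -2.03). The list was written from general knowledge and not checked against the published set, so the negative result applies to this list.

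Some genes that the paper measured by immunostaining or qPCR in tissue or cells were also examined in these libraries. Cd68 rose by a log2 fold change of 0.94 in sham versus intact (adjusted p = 0.00975 from limma) and by 0.47 in pMx versus sham (adjusted p = 0.0428), below the fold-change threshold both times. Cdkn1a (p21) and Glb1 (the gene of lysosomal beta-galactosidase) had log2 fold changes of 0.46 and 0.63 in pMx versus sham, with adjusted p-values of 0.0226 and 0.0107 from limma, and higher TPM in all 3 pMx libraries than in all sham libraries. Glb1 rose by as much from intact to sham (log2 fold change 0.66, adjusted p = 0.0261 from limma), while Cdkn1a did not differ there (0.18, adjusted p = 0.396). Acan and Col1a1 were DEGs in both comparisons, with Col1a1 at 1516 ± 361, 4501 ± 592 and 15669 ± 1036 TPM in the intact, sham and pMx groups (SD, n = 3 each). Col2a1 was at 0.89, 0.56 and 0.64 TPM in the pMx libraries and at 0.14, 0.46 and 2.26 TPM in the sham libraries, while intact replicate 1 had 16.14 TPM; pMx and sham did not differ (log2 fold change -0.06, adjusted p = 0.971 from limma).

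Lmnb1, a gene often reported as lower in senescent cells, was higher in pMx than in sham (21.0 ± 0.607 against 8.19 ± 1.49 TPM, SD, n = 3 each; log2 fold change 1.27, adjusted p = 1.95e-04 from limma). Mki67, a marker of dividing cells, rose with it (23.4 ± 0.961 against 6.63 ± 2.37 TPM, SD, n = 3 each; log2 fold change 1.72, adjusted p = 3.95e-04 from limma), while Cdkn2a was also higher. These are values of whole tissue, which do not show whether the same cells express these genes.

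Macrophage genes were higher in sham than in intact as a set (median log2 fold change 0.60, 12 of 12 genes above 0, adjusted p = 9.11e-06 from limma's camera, 6.24e-07 with the replicate block and 0.400 with the estimated correlation). In pMx versus sham their median was -0.08 (adjusted p = 0.479, from 0.217 to 0.592 over 6 alternatives with the assumed correlation). Synovial lining genes were lower in pMx than in sham (median -0.94, adjusted p = 0.00191 from limma's camera, 0.00320 with the replicate block and 0.351 with the estimated correlation), although Prg4 was not (log2 fold change 0.12, adjusted p = 0.680 from limma). The list was already lower in sham than in intact (median -0.69, adjusted p = 6.28e-04 from limma's camera and 0.400 with the estimated correlation). Prg4 fell there too, just short of the fold-change threshold (log2 fold change -0.995, adjusted p = 0.0170 from limma).

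Hemoglobin genes, chosen after their values were seen, fell in the order of the groups. Hbb was at 5409, 10268 and 6483 TPM in the intact libraries, at 2775, 3092 and 4162 TPM in the sham libraries and at 219.91, 220.24 and 273.57 TPM in the pMx libraries. Hba-a2 was at 3350, 6728 and 4568, at 1687, 1867 and 2400 and at 134.84, 137.58 and 159.21 TPM. No explanation was tested.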
